# Adipocytes disrupt the translational programme of acute lymphoblastic leukaemia to favour tumour survival and persistence

**DOI:** 10.1038/s41467-021-25540-4

**Published:** 2021-09-17

**Authors:** Q. Heydt, C. Xintaropoulou, A. Clear, M. Austin, I. Pislariu, F. Miraki-Moud, P. Cutillas, K. Korfi, M. Calaminici, W. Cawthorn, K. Suchacki, A. Nagano, J. G. Gribben, M. Smith, J. D. Cavenagh, H. Oakervee, A. Castleton, D. Taussig, B. Peck, A. Wilczynska, L. McNaughton, D. Bonnet, F. Mardakheh, B. Patel

**Keywords:** Acute lymphocytic leukaemia, Cancer microenvironment, Acute lymphocytic leukaemia

## Abstract

The specific niche adaptations that facilitate primary disease and Acute Lymphoblastic Leukaemia (ALL) survival after induction chemotherapy remain unclear. Here, we show that Bone Marrow (BM) adipocytes dynamically evolve during ALL pathogenesis and therapy, transitioning from cellular depletion in the primary leukaemia niche to a fully reconstituted state upon remission induction. Functionally, adipocyte niches elicit a fate switch in ALL cells towards slow-proliferation and cellular quiescence, highlighting the critical contribution of the adipocyte dynamic to disease establishment and chemotherapy resistance. Mechanistically, adipocyte niche interaction targets posttranscriptional networks and suppresses protein biosynthesis in ALL cells. Treatment with general control nonderepressible 2 inhibitor (GCN2ib) alleviates adipocyte-mediated translational repression and rescues ALL cell quiescence thereby significantly reducing the cytoprotective effect of adipocytes against chemotherapy and other extrinsic stressors. These data establish how adipocyte driven restrictions of the ALL proteome benefit ALL tumours, preventing their elimination, and suggest ways to manipulate adipocyte-mediated ALL resistance.

## Abstract (web summary)

How the bone marrow microenvironment evolves during induction chemotherapy to facilitate acute lymphoblastic leukaemia (ALL) survival remains unclear. Here the authors show that adipocytes emergent during ALL therapy aid the survival of ALL cells through a restrictive effect on the ALL proteome.

## Introduction

Despite remarkable improvements in the treatment of paediatric ALL with cure attainable for the majority (>80%) of patients^1^, more than half of adults with ALL will relapse and die within 5 years of diagnosis despite achieving an excellent initial response to treatment^2^. These results indicate that whilst current treatments are effective at eradicating the bulk of the adult ALL tumour, complete disease eradication in these patients is rare and individuals remain at risk of disease recurrence. Thus, a central quest in adult ALL is to define the critical drivers of leukaemia cell persistence as a key strategy for overcoming eventual therapy failure. Clinically, the therapy-surviving leukaemia is characterized as the minimal residual disease (MRD), which strongly and independently predicts a high subsequent risk of disease recurrence^3–5^, emphasizing the key importance of these targets to ALL evolution. Hallmarks of therapy-latent MRD subclones include intrinsic chemoresistance, dormancy and long-term persistence as well as functional plasticity, as assessed experimentally^6,7^ and predicted clinically. However, the regulatory mechanisms underpinning these aberrant states are not completely understood. Of relevance here is the increasing understanding of the broad biological context of MRD subclone escape beyond that predicted by genotype and epigenetics alone^8,9^, raising interest in nongenetic drivers of this process^10^. The relevant player here is the bone marrow microenvironment (BMM), the primary residence of ALL; comprising a highly diverse network of cellular (mesenchymal stroma, osteoblasts and endothelial cells), soluble and structural factors that work together to coordinate and maintain haematopoietic stem cell (HSC) function^11^. To perform its role, the BMM must adapt to changing physiological contexts while still regulating and maintaining HSCs, emphasizing the principle that BMMs are inherently dynamic^12^^.^ This distinct property of the BM niche is co-opted by leukaemia cells to support developing tumours and to shaping the ecological competition between leukaemia and healthy haematopoiesis, a process driven by aberrant crosstalk between leukaemia cells and BM stroma^13–17^. Upon exposure to chemotherapeutic stress, BMMs undergo further adaptation^12,18,19^, highlighting the continuously evolving habitat in which leukaemia cells reside. These findings indicate that niches in the BMM may differ dynamically during primary disease and after chemotherapy treatment^18,19^. However, many studies fail to account for these niche dynamics explicitly and from the outset. Moreover, the appropriate context for MRD (<5% leukaemia blasts) is defined after the transition to morphological remission, yet the niche in this setting has yet to be fully defined. Where this paradigm has been applied, emergent and novel mechanisms of niche-resistance have been identified^14,20^, highlighting the fundamental importance of temporal dynamics in determining which events precipitate treatment failure.

We therefore hypothesized that the evolving course of BM niches from ALL disease through to remission-inducing chemotherapy would provide a tool for mapping dynamic parameters that temporally and biologically contribute to subclone-specific resistance. Here we show that the transition from disease to treatment and remission rebuilds the adipocytic BM niche, a major BMM implicated in ALL resistance, and demonstrate a previously unknown capacity of adipocytes to non-cell autonomously repress the ALL proteome as a mechanism for increasing ALL cell quiescence and multistress resistance that may ultimately contribute to leukaemia re-evolution.

## Results

### The adipocyte BM niche is dynamically remodelled during ALL pathogenesis and treatment

To probe the transitional nature of BMM, we compared the composition of matched BM biopsies taken at initial ALL diagnosis and after remission induction by gross histology in eight adult ALL patients. Our studies were limited to B lineage ALL (B-ALL), which accounts for >80% of the disease incidence^21^. Consistent with the assertion of niche evolution, we observed profound remodelling of the BMM accompanying ALL development and again after therapeutic intervention, most strikingly affecting adipocyte compartments, which were profoundly depleted in ALL-BMs compared to healthy controls, with apparent adipocyte reconstitution upon remission attainment (Fig. 1a). Adipocytes are microenvironmental cell types that have a well established role in ALL resistance^14,17,19,22–27^; however, the niche dynamics leading to this stage have been minimally explored, prompting us to investigate these BM components further. We first applied custom image analysis to rigorously define and quantify the temporal changes in BM adipocyte stucture. These assessments revealed a profound loss of adipocyte numbers (Fig. 1b) as well as  major reductions in adipocyte size (Fig. 1c) at ALL diagnosis,  implicating both of  these factors in the profound adipocyte suppression observed under this condition. In contrast, remission biopsies demonstrated an evolution to normal adipocyte numbers (Fig. 1b), indicating a return of adipocyte population homeostasis upon successful therapy. These outcomes differ from those reported in AML, where chemotherapy leads to an inhibition of adipogenesis in the BM^28^. Notably, remission states did not fully normalize adipocyte size (Fig.1d and Table S1a), suggesting that BM-adipocyte numbers in particular display striking sensitivity to the presence of ALL. Importantly, ALL-associated adipocyte suppression was unrelated to BM cellularity, confirming that changes in adipocyte population activity reflected absolute versus proportional losses. (Supplementary Fig. S1a and S1b). We additionally measured adiponectin production in the marrow plasma from ALL patients as a functional marker of BM adiposity^29^, and showed it was reproducibly decreased (Fig. 1e), consistent with the population-level losses observed histologically. Altogether, these data clarify that the BM-adipocyte stroma is not a prominent component of the primary tumour microenvironment but the emergent niche associated with the remission response.

**Fig. 1:**
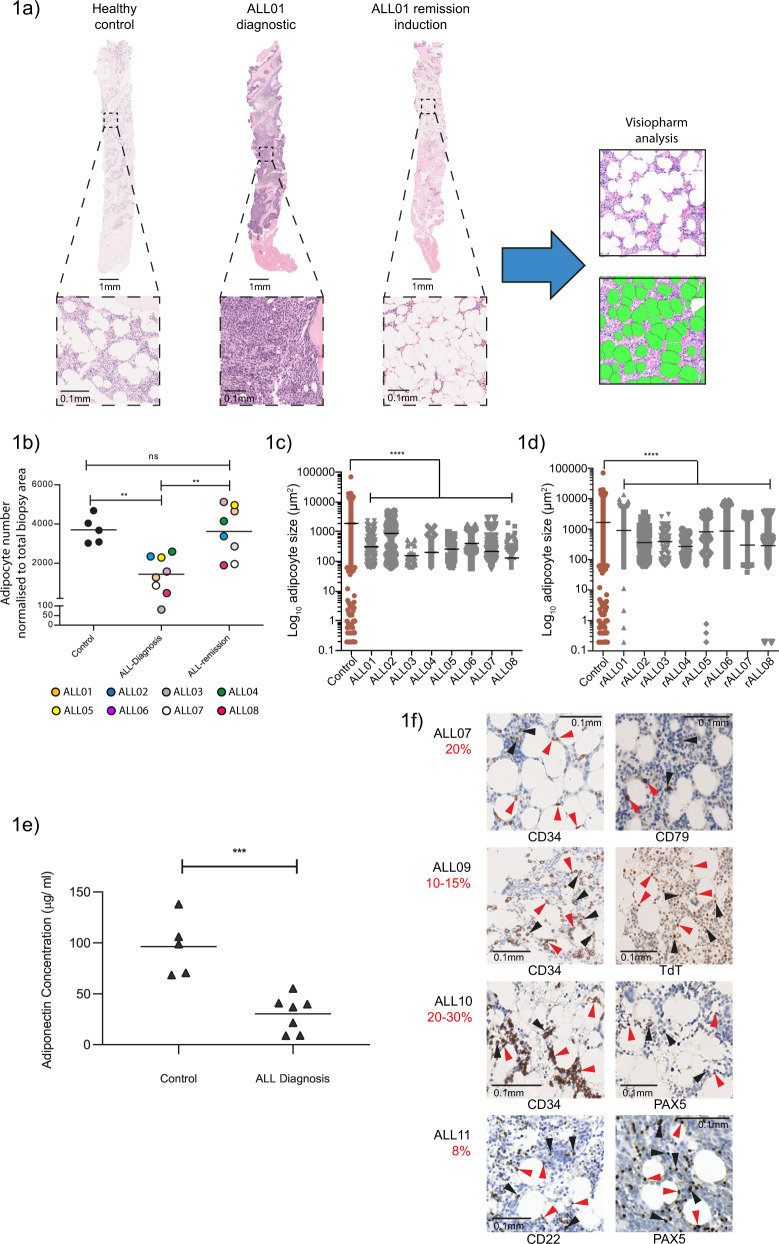
The adipocyte BM niche is dynamically remodelled during ALL pathogenesis and treatment. **a** H&E-stained human BM biopsies from healthy control, patient with ALL at diagnosis (ALL01 Diagnostic) and post remission induction treatment (ALL01 Remission Induction). Representative of five independent healthy BM biopsies and eight independent matched pairs of ALL diagnosis and remission biopsies analysed once/biopsy. Zoomed-in images of the boxed regions are presented below. Black arrowheads indicate BM adipocytes. Custom image analysis using Visiopharm software identifies individual BM adipocytes as green objects. **b** Adipocyte numbers quantified by Visiopharm analysis in healthy controls (*n* = 5) and paired ALL diagnosis vs ALL remission BM biopsies (*n* = 8). Each datapoint denotes an independent biopsy. Data are normalized to the size of the biopsy. **p < 0.01 by one-way ANOVA with Tukey’s multiple comparison test. **c** Adipocyte size quantified by Visiopharm analysis in healthy control (*n* = 5) and ALL diagnosis (*n* = 8, ALL01-ALL08) BM biopsies. Data points denote values for individual adipocytes (>45). The mean ± SEM is shown. Statistical significance was assessed by a Kruskal–Wallis test with Dunn’s multiple comparisons test (****p < 0.0001). **d** Adipocyte size quantified by Visiopharm analysis in healthy control (*n* = 5) and ALL remission (rALL) BM biopsies (*n* = 8). Data points denote values for individual adipocytes (>72). The mean ± SEM is shown. Statistical significance was assessed by a Kruskal–Wallis test with Dunn’s multiple comparisons test (****p < 0.0001). **e** Adiponectin concentrations in serum samples from healthy control vs ALL diagnosis BM (including ALL04, ALL17 and ALL21). Adiponectin was quantified using a commercial ELISA kit. Each datapoint denotes an independent BM serum sample. ***p < 0.0006 by a 2-sided unpaired *t* test. **f** Morphological evaluation of residual ALL disease in H&E-stained BM biopsies from four consecutively assessed patients with an incomplete response (<5% blasts) to remission induction chemotherapy. Individual images show ALL tumour-specific immunostaining. Red arrows indicate ALL blasts in close proximity to BM adipocytes while black arrows denote interstitially distributed ALL disease as assigned by 2 independent reviews. The percentage of residual ALL disease was obtained from clinical reports and is indicated in red text.

To investigate how these niche dynamics relate to clinical chemoresistance, we examined ALL cell interactions in BM trephines from patients who failed to achieve complete remission (>5% blasts morphologically after induction therapy). These analyses revealed two consistent patterns across independent BM biopsies; chemoresistant ALL cells were distributed either interstitially throughout the marrow (Fig. 1f) or in close neighbouring proximity to adipocytes. Thus, while chemoresistance is spatially heterogeneous within the BM niche, as previously suggested^17^, distinct physical interactions with the surrounding adipocyte stroma are recurring features of drug survival in ALL.

### ALL corrupts the functioning and lineage priming of the adipocyte precursor mesenchymal stromal-cell (MSC) population

To investigate the mechanism by which adipocytes are depleted in ALL-BMMs, we performed a global evaluation of the BM-MSC axis, hypothesizing that these precursors for BM-adipocyte generation were disrupted by ALL disease. We found that MSCs could be generated with similar success from ALL vs healthy control BM (Table Supplementary 2a) and that the BM-MSC phenotype was highly conserved in ALL disease (Supplementary Fig. 2a)^30^ confirming these isolates were bona fide MSCs. We further assessed the growth properties of ALL-MSCs using the growth rate in vitro as a measure of proliferative potential and where cell numbers permitted functional assessment of clonogenic capacity. We observed a nonuniform growth response in ALL-MSCs, reflecting expected differences in tumour and host biology. We therefore dichotomized growth data into high and low performers defined by the mean number of ALL-MSCs (Fig. 2a). High performers constituted a small subgroup (3/12, 25%) whose growth activity and CFU-F were indistinguishable from healthy BM-MSCs; however, most ALL-MSCs (9/12, 75%) demonstrated significantly reduced growth capacity (mean ± SEM: ALL-MSCs 0.095 ± 0.046 vs healthy-MSCs 0.254 ± 0.041), although interestingly, had  retained their CFU-F forming potential (Fig. 2b), suggesting that the low expansion capacities of these ALL-MSCs were principally driven by defective colony growth vs colony formation. We next assessed the multidifferentiation potential of ALL-MSCs following in vitro developmental induction. Unexpectedly, we found that ALL-MSCs had a significantly enhanced capacity for adipogenic differentiation (2.87 ± 0.29-fold increase; *n* = 7; ***p = 0.0003), as determined by cell staining for adipocyte-specific fatty acid binding 4 (FABP4) (Fig. 2c), without any reciprocal disturbance in osteogenesis (Fig. 2d), indicating that ALL pathogenesis significantly affects the lineage priming of MSCs in an adipocyte-biased manner. As the adipogenic potential of BM-MSCs in AML disease and similar conditions has been shown to decrease^31,32^, although not consistently^33^, this raises the possibility that altered differentiation fates in ALL-MSCs may represent a tumour-specific interplay.

**Fig. 2:**
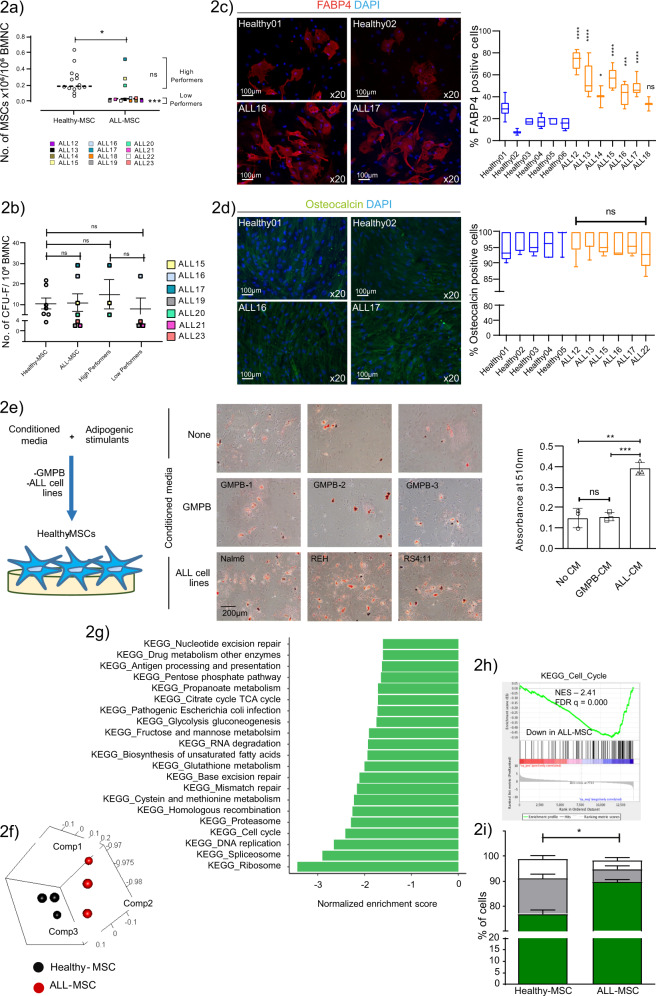
ALL corrupts the functioning and lineage priming of the adipocyte precursor mesenchymal stromal-cell (MSC) population. **a** Growth outcomes of ALL-MSCs (ALL12-ALL23) at P1. Each datapoint denotes an independent BM. ALL-MSCs were divided into high and low performers defined by the group mean. Horizontal line denotes the median *p < 0.0132, ***p < 0.001. **b** CFU-F numbers from seven independent ALL (ALL15-17, ALL19-21 and ALL23) and healthy-BMs after +10 days under MSC differentiation conditions. **c** Adipocyte-specific FABP4 staining in ALL vs healthy-MSCs (left) and FABP4 fluorescence quantification (right). Images are representative of seven and six independent BM samples, respectively analysing 100 cells/sample. **d** Osteocalcin staining in ALL vs healthy-MSCs (left) and osteocalcin fluorescence quantification (right). Images are representative of six and five independent BM samples, respectively. For (**c**) and (**d**) comparisons are between each individual ALL-MSC and the aggregated mean of healthy-MSCs. Horizontal line denotes the median; boxes extend from the 25th to the 75th percentile. **e** Representative micrographs (left) showing intracellular lipid staining with oil red (magnification, ×10; scale bar, 200 µm) following in vitro adipogenic differentiation in the absence or presence of conditioned media (CM) from cultured GMPB, from *n* = 3 biologically independent samples or from ALL cell lines (Nalm-6, REH and RS4;11). Oil red staining was quantified in three independently assayed wells/condition from one experiment. **p = 0.002, ***p = 0.0004. **f** Principal component analysis of global RNA-seq data from ALL-MSCs (ALL12-14) and age-matched healthy-MSCs (*n* = 3). Each dot represents an individual BM-MSC. **g** GSEA comparing RNA-seq**-**generated global transcriptomes of ALL-MSCs (*n* = 3) vs healthy-MSCs (*n* = 3) by KEGG pathway annotation. Significance was assigned by FDR *q*-value<0.05. Bars in green correspond to downregulated pathways. **h** Gene set enrichment plot for the KEGG cell cycle pathway demonstrating significant downregulation of these gene sets in ALL-MSCs. **i** Ki67 cell cycle analysis of ALL-MSCs (*n* = 4) vs healthy-MSCs (*n* = 4). Statistical comparisons are between each cell cycle stage. *p = 0.029. Unless otherwise stated, all data are presented as mean values ± SEM values of independent experiments (*n* = 4 in (**a**), *n* = 3 in (**b**), *n* = 1 in (**e**) and *n* = 3 in (**i**). Statistical significance was assessed using Kruskal–Wallis test with Dunn’s multiple comparisons test (**a**–**d**),  2-sided unpaired *t* tests (**e**), two-sided Mann–Whitney *U* test (**i**). *p < 0.05, **p < 0.01,***p < 0.001, ****p < 0.0001) or the precise *p*-value where indicated. ns, not significant. NES, normalized enrichment score; FDR false discovery rate.

To test the possibility that ALL cells may directly induce changes in their surrounding stromal cells, we tested the effect of leukaemic serum on healthy age-matched MSC stroma (Fig. 2e). We found that enhanced adipocyte commitment could be reproduced by exposing healthy MSCs to leukaemic but not HSC-enriched GCSF-mobilized peripheral blood (GMPB)-conditioned media, confirming a direct role of leukaemia specific factors in altering the cell fate determination of  BM mesenchymal stroma.

Next, to gain further insight into the transcriptional programmes underlying the altered functionality and commitment of ALL-MSCs, we performed RNAseq studies on MSCs from three healthy and three low-performer ALL-BMs (ALL12, ALL13, ALL22) at the P4 expansion stage. Three-dimensional principal component visualization clearly differentiated ALL-MSCs from their healthy counterparts based on log_2_ transformed unsupervised global profiles suggestive of disease-specific transcriptional modulation (Fig. 2f). Further gene set enrichment analysis (GSEA) of these global RNA-seq datasets identified genes involved in cellular metabolism and multiple aspects of cell cycle function (Fig. 2g, h) as preferentially downregulated in ALL-MSCs, whereas no gene sets were identified as significantly (FDR *q*-value<0.05) upregulated. Notably, the BURTON_ADIPOGENESIS KEGG pathway, which specifies a committed gene program for adipocyte differentiation, was not significantly enriched in the ALL-MSCs, confirming i) that ALL-MSC isolates were not adipocyte precursor cells and ii) that ALL-MSCs are poised rather than committed to programmed adipocyte differentiation. To validate the findings of GSEA suggesting attenuated cell cycle function in ALL-MSCs, we performed a functional analysis in four low-performer ALL-MSCs (ALL12-14, ALL22) at the P4 expansion stage. This analysis confirmed that ALL-MSCs display slower proliferation kinetics (Fig. 2i), providing a potential mechanistic basis for their impaired growth function in vitro.

Collectively, our data suggest that ALL disease corrupts regenerative growth and the differentiation of MSCs. Such perturbations may lead to a reduced number of MSC precursors inhabiting the BM of ALL, which may account for disease-associated loss of adipocyte stroma. However, accumulation of adipocyte-primed MSCs, in the context of adipocyte-depleted ALL-BM, leads to the proposal that their differentiation must be stalled, most likely through a blast-specific mechanism, an effect that likely is reversed upon ALL clearance.

### Adipocytes create a tumour-suppressive niche in ALL

To explore the possibility that variations of adipocyte activity within the BMM contribute a meaningful pathophysiological role vs merely serving as a by-product of the leukaemic process, functional studies were performed to establish the effects of adipocyte stroma on ALL cells using an in vitro coculture strategy employing primary human adipocytes differentiated from healthy BM-MSCs or adipocytes derived from murine 3T3-L1 cell lines^34^ together with ALL cell lines; Nalm-6, REH and RS4;11 (Fig. 3a).

**Fig. 3:**
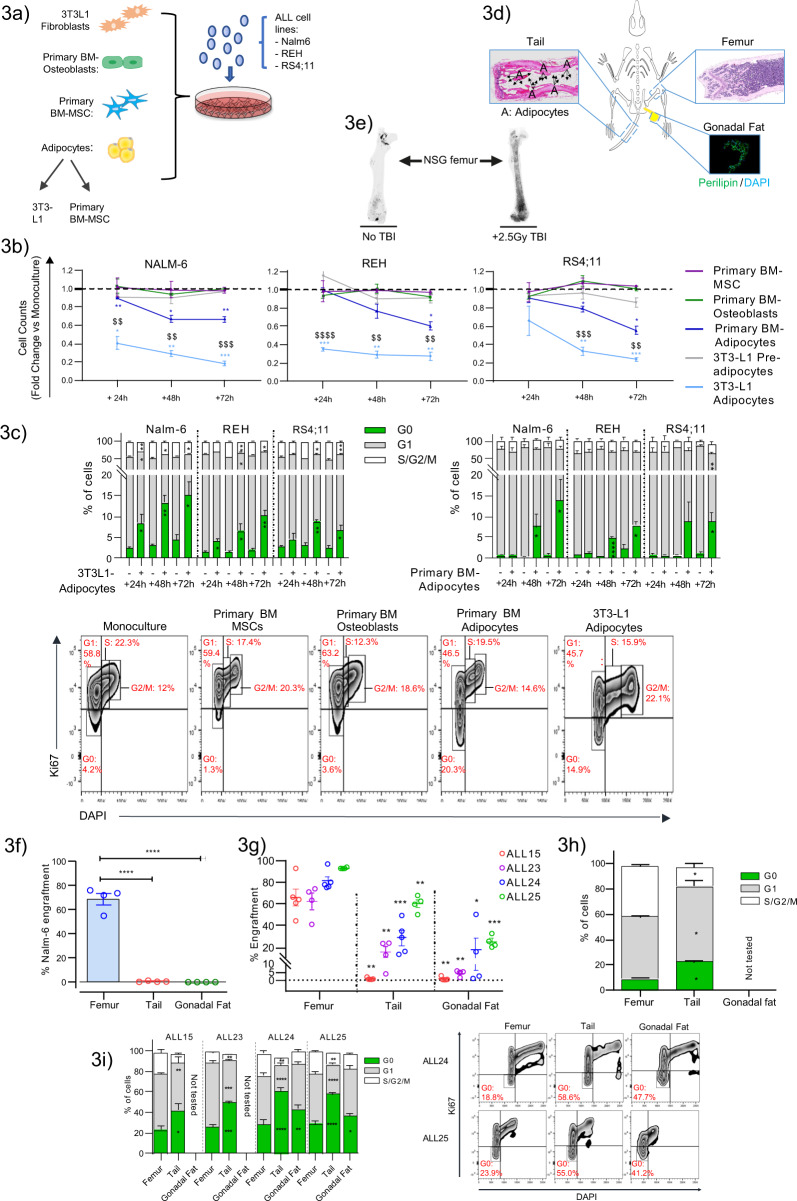
Adipocytes create a tumour-suppressive niche in B-ALL. **a** Schematic of the experimental setup to assess functional interactions between ALL and adipocyte niches. **b** In vitro growth of ALL cell lines (Nalm-6, REH and RS4;11) in adipocyte and unrelated stromal environments over time. Primary BM-MSCs from three independent healthy donors were evaluated alongside their corresponding osteoblast and adipocyte derivative. **c** Frequency of quiescent (G0) and cycling (G1 and S/G2/M) populations in ALL cells after monoculture (−) vs adipocyte coculture (+) from experiments described in (**b**). Bottom panel shows representative Ki67/DAPI staining in CD19 + -gated Nalm-6 cells at +72 h. Percentage of cells in each phase of the cell cycle is shown in red. **d** Schematic showing the different microenvironments assayed for human ALL xenotransplantation studies. BM from the tail and gonadal fat are designated adipocyte-rich niches, whereas femoral BM is adipocyte poor. Arrows point to individual adipocytes. **e** Osmium-stained and micro-CT-imaged BM adipocytes in whole femurs from NSG mice at +10 days. BM-adipocyte production was stimulated by sublethal (2.5 Gy) total body irradiation and served as a positive control. **f**, **g** Engraftment outcomes of Nalm-6 (CD19+/CD10+) and four independent primary B-ALL (CD19+CD45+) tumours following tail vein IV injection in distinct in vivo niches. Statistical comparisons are with femur. **h**, **i** Comparison of cell cycle characteristics in Nalm-6 and primary B-ALL xenografts respectively from experiments described in (**f**, **g**). Not tested indicates failure to perform robust cell cycle analysis due to low cell recovery. The panel on the right shows representative Ki67/DAPI staining in CD19+ gated primary B-ALL xenografts in the indicated niches. The percentage of cells in the G0 phase is shown in red. Data are presented as mean values ± SEM values of independent experiments (*n* = 3 with 2–3 replicates in (**b**), *n* = 1 in (**f**, **h**) with *n* = 3 mice and *n* = 3 in (**g**, **i**) *n* = 4–5 mice. Statistical significance was assessed using 2-sided unpaired *t* tests (**b**, **c**, **i:** ALL15 and 23). ANOVA with Dunnett’s multiple comparisons test (**f**, **g**, **i:** ALL24 and ALL25), two-sided Mann–Whitney *U*-tests (**h**) (*p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.001). ^$$^*p* < 0.01, ^$$$^*p* < 0.001 for primary vs 3T3-L1 adipocytes. Only statistically significant comparisons are indicated (**b**, **c**).

Surprisingly, we observed that both 3T3-L1 and primary BM-MSC adipocytes robustly impaired the growth capacity of independent ALL cell lines with high reproducibility compared to log phase monocultures (Fig. 3b), with evidence of a dosage-dependent effect, as indicated by lower relative growth rates in 3T3-L1 adipocyte conditions that have more complete adipocyte conversion (Supplementary Fig. 3a). Notably, basal growth of ALL cell lines was unaffected by coculture with primary osteoblasts, primary BM-MSCs and 3T3-L1 preadipocytes, confirming that adipocytes inhibited in vitro ALL growth in a tissue-specific manner and that this was a direct causal effect. Mechanistically, we confirmed that adipocyte niches did not lead to appreciable apoptosis (Supplementary Fig. 3b) but instead antagonized cell cycle progression, resulting in reproducible expansion of a quiescent cell pool accompanied by variable reductions in S/G2/M progression (Fig. 3c). Thus, interaction with adipocyte niches in vitro suppresses the constitutive proliferation of ALL cells and lowers cell cycle transit in a causal manner. Furthermore, these data confirm that in vitro murine 3T3-L1-derived adipocytes^34^ robustly recapitulate key responses of primary BM-adipocyte tissue cultures thereby establishing the reliability of these models as an experimental system. As further validation, adipocytes derived from BM-MSCs obtained after remission induction were also assessed and were shown to induce similar outcomes to those of healthy BM-MSC primary adipocytes (Supplementary Fig. 3c), thus extending the relevance of the described effects to the post-treatment niche setting.

To investigate the importance of these data in an in vivo context, experiments were conducted ﻿comparing in vivo ALL cellular response in adipocyte-rich (tail-BM and gonadal fat) vs adipocyte-poor (femur) tissues using xenotransplantation assays of the Nalm-6 ALL cell line and four independant  primary B-ALL tumours (Fig. 3d). We included gonadal fat based on the finding that 3T3-L1 adipocytes, a non-BM restricted tissue, showed no difference in adipocyte functionality in terms of executed effects on ALL cells. We first confirmed that NSG mice  have low BM-adipocyte abundance in femoral BM, as demonstrated by osmium tetroxide staining (Fig. 3e), validating the study of femoral BM as a model of adipocyte-poor marrow. We found that both the xenotransplanted Nalm-6 ALL cell line (Fig. 3f) and primary ALL cells from four genetically distinct tumours (Fig. 3g) had significantly less leukaemia cell engraftment in all adipocyte-rich tissues at 3-4 and 6-8 weeks following transplantation respectively when compared to adipocyte-poor femoral BM, which demonstrated robust leukaemia engraftment at this time. Thus, consistent with the functional outcomes in vitro (Fig. 3b), ALL cells in vivo demonstrate limited expansion in adipocyte niches. Further direct phenotypic characterization of engrafted tumours confirmed that ALL cells resident in adipocyte niches were marked by increased cellular quiescence (Fig. 3h, i) and reduced cell cycle G1/S/M status, substantiating the concept that adipocytes support tumour dormancy states. These results represent a broader biological relationship with ALL than previously described^24^ and are in line with reported effects in HSCs^35^.

Taken together, these data conceptualize adipocytes as key drivers of ALL cell plasticity and switchers of cellular fate from constitutive proliferator status to a phenotype characterized by proliferative quiescence. These data support the concept that changes in BM-adipocyte population dynamics facilitate ALL in distinct ways. Compromised adipocyte activity, possibly through ALL cells actively deregulating adipocyte generation, eliminates a key inhibitory niche for ALL, thereby enabling the emergence of leukaemia. However, reinstated adipocyte activity during the treatment response evolves a pro-tumour dormancy setting that could participate in antagonizing chemotherapy targeting.

### Adipocyte niches restrict protein synthesis in ALL via non-canonical factors

We next sought to define the mechanism(s) underlying the dormancy/growth suppressive response of ALL cells to microenvironmental adipocytes. We selected 3T3-L1 adipocyte models to initialize these studies based on their strong recapitulation of the BM-adipocyte interplay (Fig. 3b, c) and the ability to control for major confounding effects, e.g., nonadipocyte stromal-cell contamination (Supplementary Fig. 3a), thus, overcoming the principal limitation of in vivo adipocyte niche systems^36^.

Initial assessments confirmed that a cell cycle checkpoint mechanism was not engaged in adipocyte-conditioned ALL cells (Supplementary Fig. 4a), suggesting that the phenotypic response of ALL cells to the adipocyte stroma likely occurs through an indirect vs a direct effect on the cell cycle. Next, given that lipid crosstalk is the principal mode of adipocyte-tumour cell interplay described to date^37–39^, we assessed the contribution of these events to the adipocyte-specific effects on ALL. Lipid profiling studies established that +24 h following 3T3-L1 adipocyte coculture, Nalm-6 cells demonstrated an accumulation of intracellular lipids, the components of which included oleic acid, a major subclass of fatty acid, which reflected, in part, a direct transfer of fatty acid from adipocytes to ALL, consistent with previous reports^37–39^. However, further functional evaluation of the fatty acid flux pathway confirmed that this was not a major factor driving ALL growth suppression (Supplementary Fig. 4b-j and Supplementary Discussion). Given that these candidate mechanisms could not robustly account for the adipocyte-ALL interplay, we next turned to unbiased screens. Here, we reasoned that the rapid adaptive response of ALL cells (Fig. 3b) suggests that global signalling and transcriptional networks were being stimulated. We therefore subjected Nalm-6 cells cocultured with 3T3-L1 adipocytes to quantitative LC-MS/MS phosphoproteomic analysis at two timepoints (+24 h and +72 h), comparing outcomes between 3T3-L1 preadipocyte coculture to control for general stromal effects. At both timepoints, we detected a substantial impact of adipocyte conditions on the ALL phosphoproteome (log_2_ FC ≥ 1 or log_2_ FC ≤ −1, *p*-value ≤ 0.05) involving 1,808 and 981 phosphorylation sites at +24 h and +72 h, respectively (Fig. 4a), consistent with large-scale rebalancing of these networks. Gene Ontology (GO) enrichment analysis was conducted on these significantly modulated phosphosites (Fig. 4b), revealing that at +24 h, terms related to biosynthetic and metabolic processes inclusive of lipid metabolism (e.g., lipid metabolic process, triglyceride catabolic process) were overrepresented, likely reflecting the ensuing effects of lipid translocation from 3T3-L1 adipocytes at this time (Supplementary Fig. 4b, c). In addition to these expected modulations, pathways relating to diverse aspects of protein homeostasis (protein translation, translation initiation, elongation “proteostasis”) and mRNA processing were significantly overrepresented in adipocyte-modulated ALL cells at both +24 h and +72 h, albeit switching from upregulation to repression over time. Notably, kinase-substrate enrichment analysis (KSEA), a platform to systematically infer the activation of given kinase pathways from mass spectrometry-based phosphoproteomics^40^, identified a general increase in proliferation-associated signalling networks, e.g., MAP2K1 JAK2, at +24 h despite robust suppression of cell growth (Supplementary Fig. 4k), indicating that mitogenic signalling was not acutely disrupted to explain the acute growth suppression.

**Fig. 4:**
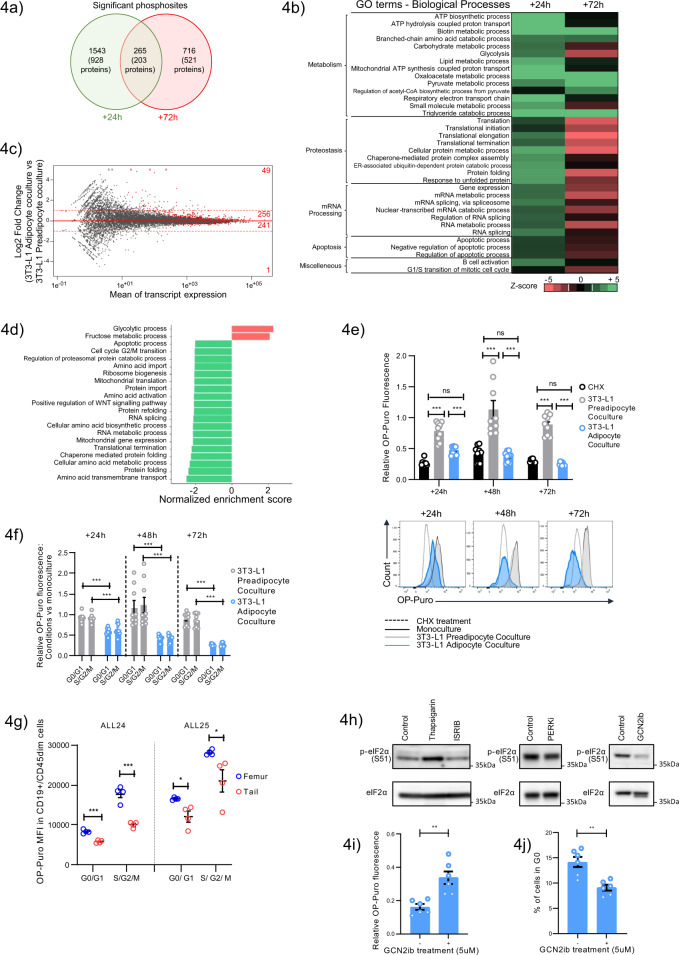
Adipocyte niches restrict protein synthesis in ALL via non-canonical factors. **a** Venn diagram of significant phosphosites identified in Nalm-6 cells cultured with 3T3-L1 adipocytes at +24 (green) and +72 h (red). Bracketed values denote the corresponding number of proteins. **b** Pathway analysis of the altered phosphoproteins from (**a**). Z-score, red: ≤−1.5, pathway underrepresented; green: ≥+1.5, pathway overrepresented. GO terms are grouped into categories that were hand curated. **c** Differential transcription level (log_2_) between Nalm-6 cells cultured with 3T3-L1 adipocytes vs 3T3-L1 preadipocytes at +24 h. Differentially transcribed genes (FDR *q*-value<0.05) are highlighted in red for each indicated log_2_ FC range. Dashed red lines represent log_2_ FC thresholds −1 and 1. Data derived from RNAseq of three replicates/condition. **d** GSEA comparing RNAseq-generated global transcriptomes of 3T3-L1 adipocyte vs 3T3-L1 preadipocyte cultured Nalm-6 cells by KEGG pathway annotation. Significant pathways defined by FDR q-value <0.05. (Red bar: upregulated pathways, Green bar: downregulated pathways). **e** OP-Puro incorporation by Nalm-6 cells under 3T3-L1 preadipocyte (grey) or 3T3-L1 adipocytes (blue) coculture relative to monoculture. Nalm-6 monocultures treated with CHX, 10 µg/mL for 10 min (black), served as a positive control. Representative histograms of OP-Puro fluorescence are shown on the right. **f** OP-Puro incorporation in vitro in Nalm-6 cells in G0/G1 vs S/G2/M fractions +72 h after coculture with 3T3-L1 preadipocytes (grey) or 3T3-L1 adipocytes (blue). Data are normalized to monocultures. **g** OP-Puro incorporation in CD19+/CD45+ xenografted primary B-ALL cells (ALL24 and ALL25) harvested from femoral (blue) and tail (red) BMs according to cell cycle stage. ALL24 G0/G1 *p* = 0.0002, S/G2/M *p* = 0.0003; ALL25 G0/G1 *p* = 0.017, S/G2/M *p* = 0.045. **h** Western blot showing p-eIF2α levels in Nalm-6 cells (5×10^6^) after 72 h treatment with ISRIB, PERKi, or GCN2ib or Thapsigargin (250 nM), the latter serves as a positive control. (representative of two independent experiments). **i** OP-Puro incorporation in Nalm-6 cells cocultured with 3T3-L1 adipocytes after 72 h of GCN2ib (5ug/mL) vs vehicle treatment. The results are expressed relative to the OP-Puro fluorescence of Nalm-6 in 3T3-L1 preadipocyte coculture. **p = 0.0022. **j** Frequency of G0 cells in Nalm-6 cells cocultured with 3T3-L1 adipocytes after 72 h of GCN2ib (5ug/mL) vs vehicle treatment. **p = 0.0017. Data are presented as mean values ± SEM values of independent experiments (*n* = 2 in **c**, *n* = 3 in (**e**, **f**) assessing triplicates, *n* = 2 in (**g**) with *n* = 4 mice, *n* = 2 in (**i**, **j**) assessing triplicates. Statistical significance was assessed using 2-sided unpaired *t* tests (**e**, **f**, **g**, **i**, **j**) **p < 0.01. ***p < 0.001, ****p < 0.0001 or the precise *p*-value where indicated.

Gene expression profiles of adipocyte-cultured Nalm-6 cells at +24 h assessed by RNAseq indicated predominantly *low-*magnitude changes (Fig. 4c, Supplementary Fig. 4l, m) with the difference in the adipocyte imprinted Nalm-6 transcriptome (adjusted *p*-value < 0.05) defined by only 547 genes, of which only a low number of genes (*n* = 50) met conventional DEG thresholds of log_2_ FC ≥ 1 or log_2_ FC ≤ −1.GSEA revealed few overrepresented pathways (Fig. 4d), namely, glycolysis (*p-*value < 0.05, FDR *q*-value=0.03) and its subcomponent fructose biosynthesis (*p-*value < 0.05, FDR *q*-value=0.03), likely reflecting the altered intracellular lipid environment (Supplementary Fig 4b, c). 

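Nalm-6, a human B-cell precursor ALL cell line, was cocultured for 24 h with murine 3T3-L1 adipocytes or with undifferentiated 3T3-L1 preadipocytes, and RNA from 3 replicates of each coculture was sequenced as paired-end reads. The authors aligned the reads to the human genome (hg38) with Hisat2, counted them per gene on hg38 p5 with HTSeq and deposited the counts without normalization. Beyond this patch release, the paper's text does not name the gene annotation, the treatment of reads shared between genes, or a step that removes reads from the murine stroma. It does report that Nalm-6 cells were separated by light trypsinization, with a small share of stromal cells left by flow cytometry. The counts covered 26457 genes, of which 8216 had no counts in any library. The total was 23446293 counts in preadipocyte coculture replicate 1, 26388726 in replicate 2 and 20917918 in replicate 3. In adipocyte coculture, the totals were 27814921, 20645612 and 20883477 in the same order, and the medians of the 2 cocultures were 23446293 and 20883477. At these depths 3 counts, taken as the smallest detectable signal, stood for 0.108 to 0.145 CPM (counts scaled to library size), a limit that covers counting error only. Counts were scaled by edgeR's TMM factors, which lay between 0.988 and 1.01. The 12810 genes kept by edgeR's filterByExpr were compared between cocultures by the quasi-likelihood test with condition as the only term and Benjamini-Hochberg adjustment. Standard errors of log2 fold changes (log2 FC) were computed as the absolute log2 FC divided by the square root of the test's F. Replicates of a coculture differed by more than sampling noise, with a chi-square per degree of freedom of 3.35 to 17.2 between adipocyte replicates and 5.91 to 31.3 between preadipocyte replicates. The first principal component of log2 CPM held 38.3% of the variance and set replicate 3 of both cocultures apart from replicates 1 and 2. The second held 26.7% and separated the cocultures. The replicate numbers were shared by the cocultures, and a gene's deviations from its coculture mean correlated across the 12810 genes at r = 0.21, 0.23 and 0.45 between same-numbered libraries, against −0.32 to 0.20 between differently numbered libraries (genes are not independent replicates). A term for replicate 3 had an adjusted p under 0.05 for 3261 genes from the same test, whereas terms for replicate 1 and replicate 2 each had 0 (389 or fewer at an unadjusted p under 0.05). Results with replicate number as a block, and within replicates 1 and 2, are therefore given beside those with condition alone; the second of these settings was chosen after the principal components were seen. The legend of Fig. 4 gives 2 independent experiments for panel c and 3 replicates per condition, without saying which replicates came from which experiment, so the 3 libraries of a coculture may not be equally independent. Replicate 3 holds a single library per coculture, so no test was possible within it. If replicates 1 and 2 came from the same experiment, p-values within them measure only the spread inside that experiment.

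**Figure D1:**
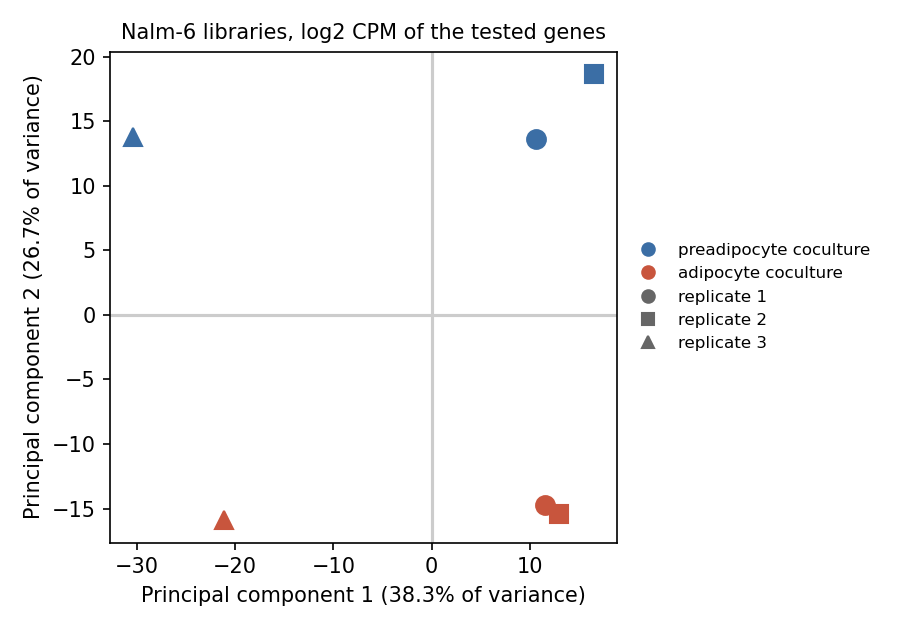
Each point is one Nalm-6 library, placed by its first 2 principal components of log2 CPM over the 12810 tested genes, with the percentage of variance on each axis (component scores have no unit). Color gives the coculture and shape the replicate number; both replicate 3 libraries lie on the left, and the 3 adipocyte coculture libraries lie below the 3 preadipocyte coculture libraries.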

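With condition as the only term, 43 of the 12810 tested genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 42 higher and 1 lower in adipocyte coculture, and 1096 had an unadjusted p under 0.05. Of the 43, 25 had a log2 FC of at least 1 and 0 had a log2 FC of −1 or less. The median absolute log2 FC over the tested genes was 0.098, and 98.7% of them lay within −1 and 1. The 3 libraries of one coculture did not overlap those of the other for 2034 genes, 15.9% of those tested. Chance would give 10% if all libraries were exchangeable, which the shift of replicate 3 makes doubtful. The same held for 43 of the 43 genes past the threshold, but these were picked by a test on the same libraries, so it adds no support. With the replicate block, 248 genes passed (182 higher, 66 lower), 45 of them with an absolute log2 FC of at least 1, and the 43 genes were among them. Within replicates 1 and 2, the setting that moved the count most, 913 genes passed (574 higher, 339 lower), 106 with an absolute log2 FC of at least 1. Of the 907 of these genes tested over all libraries, 695 changed in the same direction in replicate 3. Across all tested genes, the log2 differences of replicate 3 and of replicates 1 and 2 correlated at r of 0.28. Replicates 1 and 2 may come from the same experiment, so the 913 calls may reflect only the spread within it. Leaving out 1 library at a time gave from 3 to 55 genes.
FGD5, a guanine nucleotide exchange factor on chromosome 3 of hg38 (14810853 to 14934571), rose from 0.552 ± 0.212 CPM (SD, n = 3) in preadipocyte coculture to 19.3 ± 3.03 CPM (SD, n = 3) in adipocyte coculture, a log2 FC of 5.08 (standard error 0.25, adjusted p = 5.37e-04 from edgeR's test, and with the block log2 FC 5.11, adjusted p = 1.74e-05). PFKFB4, which encodes an enzyme that sets the level of a fructose bisphosphate and lies on chromosome 3 from 48517684 to 48562015, rose from 4.25 ± 0.671 to 38.1 ± 7.16 CPM (SD, n = 3 each), a log2 FC of 3.16 (standard error 0.18, edgeR adjusted p = 5.37e-04, and with the block 3.14 and 1.17e-04). Both genes passed in each of the 6 fits that left out 1 library. ATP4A, a proton pump subunit on chromosome 19, had at most 2 counts in every preadipocyte library and 199, 171 and 72 counts in the adipocyte libraries, which is at least 48.4-fold higher (edgeR adjusted p = 0.00686, and with the block 1.17e-04). PDE4C and ADM were likewise at or under 3 counts in preadipocyte coculture and at least 12.6-fold and 8.93-fold higher in adipocyte coculture (edgeR adjusted p = 0.0182 and 0.0221, and with the block 0.00224 and 0.00797), and each passed in 2 of the 6 fits that left out 1 library. The other large rises were those of CYP2W1, LSP1 and MADCAM1, with log2 FC of 4.70, 4.67 and 2.99 and edgeR adjusted p from 0.00686 to 0.00738 (with the block, from 8.99e-05 to 0.00211). Of the 6 fits that left out 1 library, ATP4A, CYP2W1 and LSP1 each passed in 4 and MADCAM1 in 3. CDKN1A, on chromosome 6 from 36676460 to 36687337, was the gene that passed with a fall, from 67.9 ± 5.16 to 45.8 ± 2.46 CPM (SD, n = 3 each). Its log2 FC was −0.57 (standard error 0.081, edgeR adjusted p = 0.0425, and with the block 0.00248), and it passed in 1 of the 6 fits that left out 1 library. Of 24 genes that the paper names, listed before the data were examined, 19 had enough counts to test, and 1, CDKN1A, passed whether the adjustment was over all genes or over the list. The 18 others had an edgeR adjusted p over the list from 0.0778, that of EIF4EBP1, to 0.951. MTOR, EIF2S1, RPS6 and EIF4EBP1 had log2 FC of −0.042, −0.10, 0.15 and −0.20 (edgeR adjusted p over all genes from 0.399 to 0.883, and with the block from 0.0585 to 0.650). With a term for replicate 3, chosen after seeing the data, RPS6 and EIF4EBP1 passed (0.0366 and 0.0458), as did ATF4. CD36, FABP4, ADIPOQ, CCND1 and BGLAP had too few counts to be tested.

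**Figure D2:**
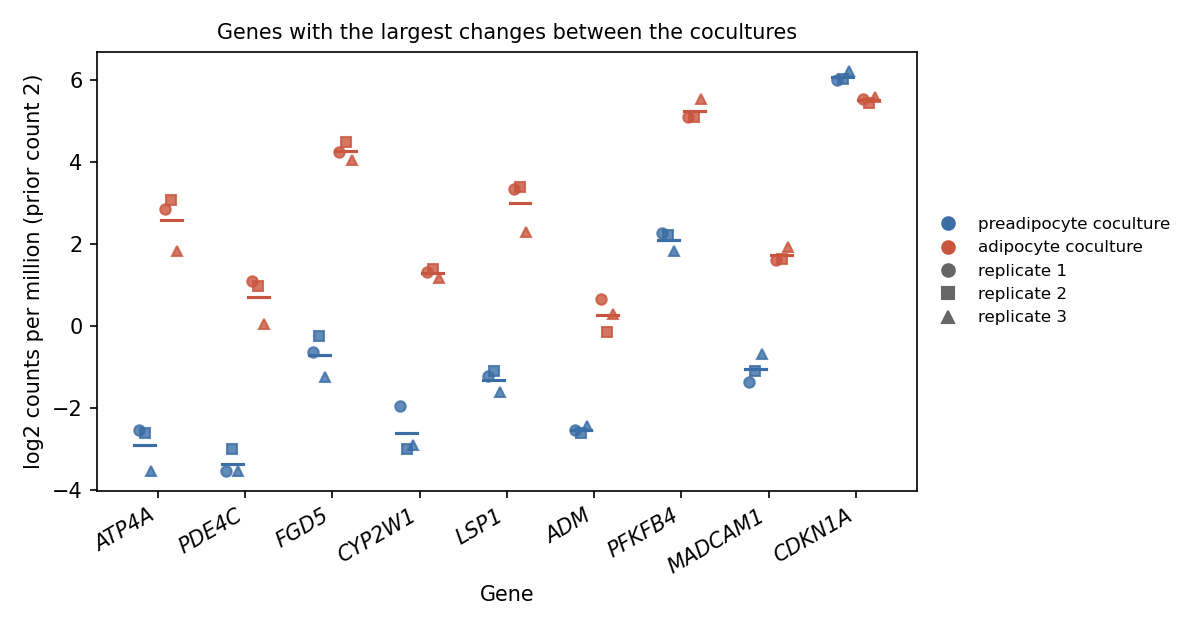
Log2 CPM (with a prior count of 2) of the 8 genes with the largest rises among those past the threshold whose libraries do not overlap between cocultures, and of CDKN1A, in each Nalm-6 library. Points are single libraries, colored by coculture with the replicate number as the shape, and horizontal lines are means of 3 libraries; all points of adipocyte coculture lie above those of preadipocyte coculture for the 8 genes and below them for CDKN1A.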

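Gene sets were tested by fgsea on all tested genes ranked by the signed square root of F, with sets written by hand, before the data were examined, after functions that the paper names, and with adjustment over 15 sets. The normalized enrichment score (NES) is positive where members rank towards higher expression in adipocyte coculture. Glycolysis had an NES of 2.41 and an adjusted p of 5.93e-07, with 20 of 25 tested members higher and a median log2 FC of 0.21. The set's mean log2 CPM, each gene centred on its mean over the 6 libraries, was 0.12 ± 0.091 in adipocyte coculture and −0.12 ± 0.058 in preadipocyte coculture (SD, n = 3 each), and it was higher in 3 of 3 same-numbered pairs. With the replicate block the NES was 2.41 (adjusted p of 2.80e-06), and within replicates 1 and 2 it was 2.32 (adjusted p of 8.18e-08). The alternative that moved the result most was camera, a test that allows for correlation between genes, with an adjusted p of 0.0815. Fructose metabolism, with 15 of 20 members higher, had an NES of 2.33 (adjusted p of 8.39e-06), 2.37 with the block (adjusted p of 2.72e-06) and 2.38 within replicates 1 and 2 (adjusted p of 1.30e-08), and did not pass under camera (adjusted p of 0.0822).
Among glycolysis genes, ALDOC on chromosome 17 rose from 46.9 ± 1.25 to 97.2 ± 23.0 CPM (SD, n = 3 each), a log2 FC of 1.05 (standard error 0.15, edgeR adjusted p = 0.0425, and with the block 0.00485). PGK1, on chromosome X, rose from 542 ± 16.3 to 772 ± 69.8 CPM (SD, n = 3 each), a log2 FC of 0.51 (standard error 0.073, edgeR adjusted p = 0.0425, and with the block 0.00599). Each passed in 1 of the 6 fits that left out 1 library. PGM1 and MPI had log2 FC of 0.52 and 0.41 and passed with the block (edgeR adjusted p = 0.00864 and 0.0184) but not without it (0.0550 and 0.0801). Of the 25 glycolysis genes, 10 were also on a list of hypoxia and HIF1 target genes, and the 15 others had an NES of 1.65 and an adjusted p of 0.0417, with 10 of them higher. The paper proposes that the overrepresentation of glycolysis and of its fructose subcomponent reflects the altered intracellular lipid environment of the cocultured cells (Supplementary Fig. 4b, c).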

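The sets of RNA processing, protein homeostasis and cell cycle genes were tested in the same way, with a negative NES where members rank towards lower expression in adipocyte coculture. Ribosome biogenesis had an NES of −2.73 (adjusted p of 3.35e-16, 114 of 133 genes lower, and with the replicate block −2.83 and 3.09e-18). The proteasome genes had an NES of −2.67 (adjusted p of 2.06e-11, 39 of 45 genes lower, and with the replicate block −2.63 and 1.56e-10). Protein folding had an NES of −2.66 (adjusted p of 2.06e-11, 61 of 72 genes lower, and with the replicate block −2.93 and 4.54e-17). For amino acid biosynthesis, the genes had an NES of −2.66 (adjusted p of 6.13e-10, 29 of 35 genes lower, and with the replicate block −2.49 and 3.36e-08). Amino acid activation, by the aminoacyl-tRNA synthetases, had an NES of −2.24 (adjusted p of 9.85e-06, 32 of 37 genes lower, and with the replicate block −1.83 and 0.00208). Amino acid transport had an NES of −2.20 (adjusted p of 3.24e-05, 24 of 27 genes lower, and with the replicate block −2.53 and 1.88e-08). RNA splicing genes had an NES of −2.07 (adjusted p of 1.33e-07, 108 of 151 genes lower, and with the replicate block −2.07 and 5.26e-08). Mitochondrial translation had an NES of −1.88 (adjusted p of 6.87e-05, 71 of 88 genes lower, and with the replicate block −1.76 and 5.48e-04). Initiation, elongation and termination factors of translation had an NES of −1.75 (adjusted p of 0.00136, 40 of 55 genes lower, and with the replicate block −1.69 and 0.00256). The falls were small, with median log2 FC of the 9 sets between −0.048 and −0.13, and 0 genes of the 9 sets had an adjusted p under 0.05 with condition as the only term. Within replicates 1 and 2, the NES of the 9 sets lay between −2.80 and −1.88, with adjusted p of 2.80e-04 or less. The mean log2 CPM of protein folding, amino acid transport, ribosome biogenesis and proteasome genes did not overlap between the 3 libraries of each coculture, whereas those of the other 5 sets did. The mean was lower in adipocyte coculture in 3 of 3 same-numbered pairs for 8 of the 9 sets. For amino acid biosynthesis it was higher in replicate 3 (0.066 against 0.024). Under camera, amino acid biosynthesis, RNA splicing, mitochondrial translation and translation factors did not pass (adjusted p of 0.0782, 0.127, 0.127 and 0.127). Ribosome biogenesis, protein folding, the proteasome, amino acid transport and amino acid activation passed, with camera adjusted p from 0.0413 to 0.0467. The test by fgsea does not allow for correlation between genes, so its far smaller p-values overstate the evidence where genes move together. With genes ranked by log2 FC, RNA splicing, translation factors, amino acid activation and amino acid biosynthesis did not pass (adjusted p of 0.839, 0.213, 0.0874 and 0.0821).
GPT2, an alanine transaminase gene on chromosome 16 (46884362 to 46931289), fell from 255 ± 4.17 to 198 ± 13.2 CPM (SD, n = 3 each), a log2 FC of −0.37 (standard error 0.065, edgeR adjusted p = 0.105, and with the block 0.00930). PSAT1, a serine synthesis gene on chromosome 9, had a log2 FC of −0.43 (standard error 0.084, edgeR adjusted p = 0.156, and with the block 0.0282). GARS, SLC7A1, SLC3A2, PPIB and PSME2 had log2 FC of −0.29, −0.22, −0.28, −0.24 and −0.29, with edgeR adjusted p from 0.254 to 0.445, and with the block from 0.0184 to 0.0385. NCL, EFTUD2, MRPL4 and EIF2S2, the first a nucleolar protein gene and the others of splicing, mitochondrial translation and translation initiation, had log2 FC of −0.17, −0.16, −0.15 and −0.21 and passed neither without the block (edgeR adjusted p from 0.330 to 0.584) nor with it (0.0506 to 0.155). With a term for replicate 3, chosen after seeing the data, NCL and EIF2S2 passed (0.0367 and 0.0247) and EFTUD2 and MRPL4 did not (0.0632 and 0.145).
The G2/M transition set had an NES of −1.13 and an adjusted p of 0.240, with 43 of 67 genes lower, and with the block an NES of −1.35 (adjusted p of 0.0622), so that it passed in neither. Its mean centred log2 CPM was 0.066, 0.087 and −0.13 in preadipocyte replicates 1, 2 and 3, and 0.00071, 0.0031 and −0.029 in the adipocyte replicates. Within replicates 1 and 2 the set was lower in adipocyte coculture (NES of −2.37, adjusted p of 5.50e-09). Without preadipocyte replicate 3 the NES was −2.55, and without preadipocyte replicate 2 its direction was reversed (0.75). Cytosolic ribosomal protein genes ranked higher in adipocyte coculture (NES of 2.49, adjusted p of 4.08e-10, 70 of 79 genes higher, and with the block 2.77 and 6.25e-14; within replicates 1 and 2, 2.75 and 1.64e-14). All 79 of these genes have processed pseudogenes in the annotation, with which the authors' counting could have shared their reads, and the libraries of the cocultures overlapped for the set's mean. The ribosomal protein set did not pass under camera (adjusted p of 0.153) or with genes ranked by log2 FC (adjusted p of 0.0954).

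**Figure D3:**
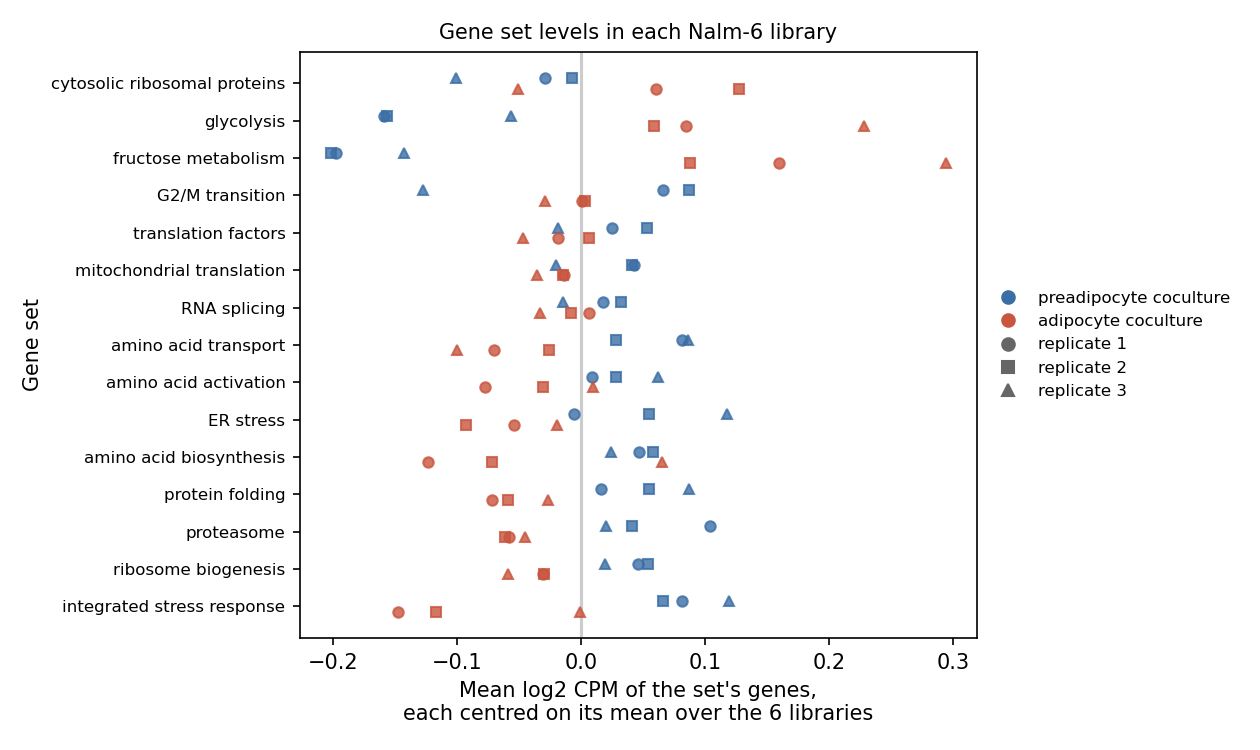
Mean log2 CPM of the genes of each set in each Nalm-6 library, every gene centred on its mean over the 6 libraries, for the 15 sets ordered by NES. Points are single libraries, colored by coculture with the replicate number as the shape; for G2/M transition, preadipocyte replicate 3 lies at −0.13 while the other preadipocyte replicates lie at 0.066 and 0.087.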

Notably, and in line with the phosphoprotetomics data, functions related to mRNA processing and multiple aspects of protein homeostasis (folding, amino acid metabolism, translation, ribosome biogenesis) were common pathways most underrepresented, as well as G2/M gene sets, as expected.

Together, these comparative results indicate that the acute response of ALL cells to adipocyte stimulation is characterized by significantly altered phosphorylation networks and, to a lesser extent, transcriptional events affecting cellular metabolism, a predicted outcome of ALL-adipocyte interaction, as well as major unanticipated effects on posttranscriptional processes and the protein translation network.

Given that protein homeostasis was a major cellular process modified by the adipocyte stroma, we next assessed its significance functionally by assessing its endpoint, global protein translation, using the O-propargyl-puromycin (OP-Puro) incorporation assay as a label of translational activity. The results demonstrated that compared to both control conditions, monoculture and 3T3-L1 preadipocytes, Nalm-6 ALL cells subjected to 3T3-L1 adipocyte coculture demonstrated strikingly lower OP-Puro incorporation, with very low technical and biological variability, achieving translational attenuation similar to that of cycloheximide (CHX), a robust inhibitor of protein translation (Fig. 4e). Similar outcomes were achieved in other ALL cell lines (Supplementary Fig. 4n), indicating that lowered rates of protein synthesis were not cell line specific. Importantly, differences in OP-Puro incorporation were not due to loss of fluorescence, which we confirmed occurred much later; 3 h after OP-puro administration (Supplementary Fig 4o). Moreover, there was no increased clearance of OP-puro containing polypeptides (Supplementary Fig. 4p) and no saturation in the OP-puro signal (Supplementary Fig. 4q). Furthermore, a similar loss of OP-Puro incorporation was also found in ALL cells cocultured with primary BM-MSC-derived adipocytes (Supplementary Fig. 4r), confirming that this was a relevant biological interaction not just restricted to the 3T3-L1 model system.

Next, to test whether differences in OP-puro are explained by differences in the cell cycle, we assessed OP-puro according to DNA content. We found that 3T3-L1 adipocytes still imposed significantly lower protein synthesis in ALL cells in both G0/G1 and S/G_2_/M (Fig. 4f and Supplementary Fig. 4s). Therefore, lower rates of protein synthesis in ALL cells were not simply a consequence of increased quiescence. Importantly, these findings were also consistent with analyses performed using human ALL samples in vivo. Two primary ALL tumours (ALL24 and ALL25) previously validated as growth repressive/dormancy responsive to in vivo adipocyte microenvironments (Fig. 3g, i) were subjected to repeated xenografting followed by ex vivo staining with OP-Puro. We found that primary ALL cells in vivo also demonstrated restricted protein translation in adipocyte-rich niches independent of the cell cycle stage (Fig. 4g), thus recapitulating the findings obtained with ALL cell lines in vitro; however, the effect was of lower magnitude, possibly due to some recovery of protein translation following a longer period of microenvironmental extraction.

Taken together, these data demonstrate that adipocyte microenvironments restrict the level of protein synthesis in ALL cells. Such reports are of particular interest because modulating protein synthesis is unique among prior reports of regulatory mechanisms involving adipocyte niches^31,37,39,41,42^. Furthermore, this observation directly raises the possibility that adipocyte-mediated cell cycle failure and ALL growth suppression reflect a limitation imposed by low proteome flux^43^.

To address this hypothesis, we first explored the mechanism of adipocyte-mediated hypotranslation using the 3T3-L1 adipocyte system. Assessment of general translation determinants established that there were no acute changes in cell diameter (Supplementary Fig. 4t) or compromise of transcriptional output (total RNA content, 18S or 28S ribosomal RNA) (Supplementary Fig. 4u) that explained the loss of translational output. Moreover, key signalling pathways representing major control points for protein translation, namely, mTOR^44^ and the endoplasmic reticulum stress-induced (ER) unfolded protein response plus correlated integrated stress response (ISR) pathways^45^, were not selectively engaged in ALL cells (Supplementary Fig. 4v) to explain the repression in protein translation. 

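In the Nalm-6 RNAseq at 24 h, genes of the unfolded protein response ranked lower in adipocyte than in preadipocyte coculture (fgsea NES of −2.24, adjusted p of 2.82e-06, 39 of 51 genes lower). With the replicate block the NES was −2.38 (adjusted p of 7.28e-08), within replicates 1 and 2 it was −2.30 (adjusted p of 5.15e-07), and under camera the set did not pass (adjusted p of 0.127). ATF4 target genes of the integrated stress response had an NES of −2.77 (adjusted p of 3.06e-12), −2.88 with the block (adjusted p of 4.29e-14) and −3.09 within replicates 1 and 2 (adjusted p of 9.52e-19), with 45 of 51 genes lower and a median log2 FC of −0.22. This set passed under camera, near the threshold (adjusted p of 0.0467). With condition as the only term, the single member with an adjusted p under 0.05 was VEGFA. VEGFA is also on the hypoxia and HIF1 list and was picked out after its values were seen. It rose (log2 FC of 0.54, standard error 0.076, edgeR adjusted p = 0.0421, and with the block 0.00212). The members GPT2, PSAT1 and GARS fell and passed with the block (edgeR adjusted p = 0.00930, 0.0282 and 0.0184). The mean centred log2 CPM of the ATF4 targets was −0.089 ± 0.077 in adipocyte coculture and 0.089 ± 0.027 in preadipocyte coculture (SD, n = 3 each), lower in 3 of 3 same-numbered pairs.
Of 8 ER stress and integrated stress response genes listed before the data were examined, 8 had a negative log2 FC and 0 passed when edgeR's p was adjusted over all genes, and 4 passed when it was adjusted over the list alone. HSPA5, which encodes the chaperone BiP and lies on chromosome 9 of hg38 from 125234853 to 125241382, fell from 710.0 ± 45.2 to 595 ± 4.60 CPM (SD, n = 3 each). Its log2 FC was −0.25 (standard error 0.060, edgeR adjusted p = 0.289 over all genes and 0.0242 over the list, and with the block 0.0292 over all genes). TRIB3, HERPUD1 and ATF4, the others that passed over the list, had log2 FC of −0.22, −0.22 and −0.22 and edgeR adjusted p over the list of 0.0242, 0.0312 and 0.0352 (with the block, 0.0724, 0.0711 and 0.0517 over all genes). They passed over all genes with a term for replicate 3 chosen after seeing the data (0.0400, 0.0348 and 0.0265). ASNS, DNAJB9, DDIT3 and XBP1 had log2 FC of −0.27, −0.23, −0.082 and −0.060 and edgeR adjusted p over the list from 0.0520 to 0.384 (with the block, from 0.194 to 0.628 over all genes). ATF4 was also on the earlier list of genes that the paper names, over which it did not pass (edgeR adjusted p = 0.0932). TXNDC5, a protein disulfide isomerase of the unfolded protein response set on chromosome 6, fell from 10.6 ± 2.04 to 3.90 ± 1.10 CPM (SD, n = 3 each), a log2 FC of −1.43 (standard error 0.24, edgeR adjusted p = 0.0738, and with the block 0.0212).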

In line with this, there was no evidence of ER stress gene activation by either RNAseq (Fig. 4d) or RT-qPCR (Supplementary Fig. 4w). Thus, on the basis of these orthogonal assessments, 3T3-L1 adipocytes appear to modify ALL proteome flux via factors independent of canonical translation cascades, possibly suggesting that adipocytes execute their regulatory effects on protein translation via a distinct process.

To further establish whether ALL suppression is a consequence of adipocyte-mediated translational repression, we turned to pharmacological approaches that modulate the level of protein translation. Of drugs known to increase protein translation (ISRIB, PERKi, or GCN2ib), only GCN2ib led to effective target modulation (repressed eIF2α phosphorylation) when tested in Nalm-6 cells (Fig. 4h), and we therefore progressed this drug to testing in 3T3-L1 adipocyte coculture. We observed that the addition of GCN2ib led to a partial but notable increase in protein translation in ALL cells (Fig. 4i), which was associated with a significant reduction in adipocyte-associated ALL cell quiescence (Fig. 4j). Although GCN2ib treatment had no measureable impact on short-term growth, (Supplementary Fig. 4x), this likely reflects the incomplete rescue of protein translation induced by this treatment. Altogether, these data establish a causal association between lowered protein translation status in ALL cells and adipocyte-imposed ALL quiescence and underscore how subversion of a key housekeeping function contributes to the establishment of a therapy-adverse state.

### Adipocyte-adapted ALL proteomes increase global stress resistance

While adipocytes are known to contribute to chemoresistance via diverse mechanisms^14,17,19,22–27^, the link between ALL resistance and ALL hypotranslational states is least explored. In particular, given our finding that adipocyte-induced translational loss affects ALL tumours as a whole and involves all cell cycle stages (Fig. 4f-g), these data suggest that adipocyte niches may not exclusively protect leukaemia cells by maintaining them in the quiescent phase^24^.

To directly address whether adipocyte niches provide protective outcomes independent of target cell quiescence, we challenged Nalm-6 ALL cells with both cell cycle-dependent chemotherapeutics, an accepted instigator of quiescence-driven chemoresistance, and mitotic state-independent stresses induced by hydrogen peroxide or withdrawal of FBS. The latter would not be expected to drive differential outcomes based on target cell dormancy. Intriguingly, despite significantly reduced proteome flux, adipocyte-cultured ALL cells had increased cellular fitness against both cell cycle-dependent chemotherapy and mitotic state-independent stressors, although as expected, the outcomes were dependent on the individual stressors involved (Fig. 5a). Thus, adipocytes instigate more generalized cellular fitness in ALL cells beyond induction of cellular quiescence, which may relate to their global effect on protein translation.

**Fig. 5:**
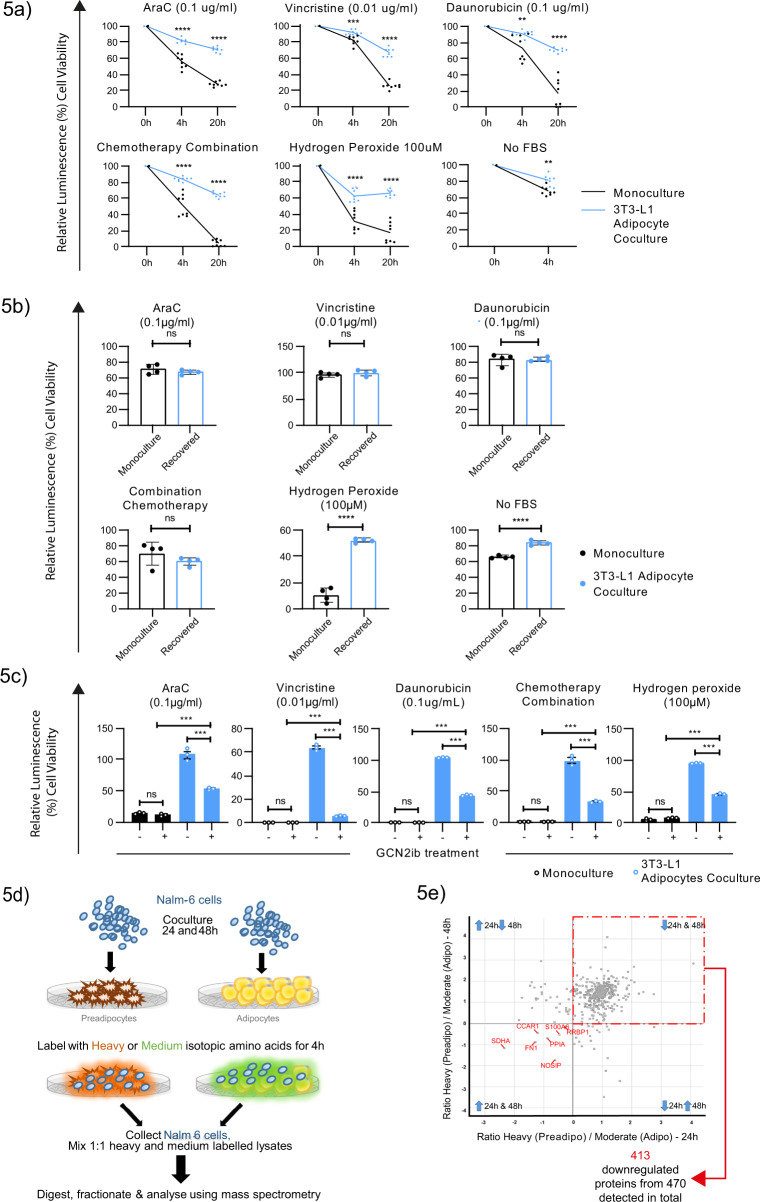
Adipocyte-adapted ALL proteomes increase global stress resistance. **a** Cell viability of Nalm-6 cells from monoculture (black, *n* = 8) vs 3T3-L1 adipocyte coculture (blue, *n* = 8) in the presence of the indicated chemotherapeutic agents or mitosis-independent stressors (no FBS and hydrogen peroxide). Data are presented relative to vehicle controls. **b** Cell viability of Nalm-6 cells after +48 h recovery from 3T3-L1 adipocyte coculture (blue, *n* = 4) or from monoculture (black, *n* = 4) after exposure to mitosis-dependant chemotherapy or mitosis-independent stressors (no FBS and hydrogen peroxide). Data are presented relative to vehicle controls. **c** Cell viability of Nalm-6 monocultured (black, *n* = 3) or 3T3-L1 adipocyte-cocultured Nalm-6 cells (blue, *n* = 3) in the presence of GCN2ib treatment (5 µg/mL) and the indicated cellular stressors. **d** Schematic for pulsed SILAC-based proteomic analysis. Nalm-6 cells cocultured with either 3T3-L1 adipocytes or preadipocytes were pulsed at +24 h and at 48 h with either ‘heavy’ or ‘medium’ isotope-labelled amino acids. Following a 4 h incubation, Nalm-6 cells were separated from their microenvironment for protein extraction. Lysates were mixed in equal amounts (between heavily and medium labelled samples at each time point), digested, fractionated and analysed using mass spectrometry.**e** Scatter plot showing the normalized log_2_ ratio of proteins detected following pulsed SILAC-based proteomic analysis in Nalm-6 cells cocultured with 3T3-L1 adipocytes (Adipo) relative to preadipocytes (preadipo) at +24 h vs 48 h from one experiment. Blue Arrows describe the direction of change in adipocyte-specific coculture. Data are presented as mean values ± SEM values of independent experiments (*n* = 2 in (**a**) with four replicates, *n* = 1 with four replicates in (**b**, **c**). Statistical significance was assessed using 2-sided unpaired *t* tests (**a**, **b** for the single-agent treatments), Mann–Whitney *U* test for combination chemotherapy treatment (**b**) One-way ANOVA followed by Tukey’s test for multiple comparisons **c**. **p < 0.01, ***p < 0.001, ****p < 0.0001.

In support of this notion, ALL cells were resensitized to chemotherapy following prolonged (+48 h) microenvironmental extraction (Fig. 5b), when protein biosynthetic activity and quiescence levels had normalized (Supplementary Fig. 5b) although continued to maintain a degree of adipocyte-imprinted resistance to mitotic state-independent stressors. Given the  possibility to pharmacologically modulate the adipocyte-imposed restrictions on the ALL proteome using GCN2ib (Fig. 4i) this offered the opportunity to directly test its putative contribution to cellular fitness. Therefore, we used GCN2ib to rescue protein translation in coculture prior to applying various cellular stresses. We observed that under GCN2ib treatment, the cytoprotective effect of adipocytes on ALL cells was decreased in response to cell cycle-dependent chemotherapy, as anticipated (Fig. 4j); however, we also observed a notable reduction in cytoprotection against mitotic state-independent stress 49-65% (mean ± SEM: 57% ± 2.4) (Fig. 5c). These observations indicate that adipocytes likely enable the survival of ALL cells via 2 distinct processes: induction of cellular quiescence and its wider suppression of protein translation.

Finally, we investigated the possibility that adipocyte-mediated stress protection is accompanied by activation of selective mRNA translation of proteins required for stress mitigation^45^. To investigate this hypothesis, we subjected Nalm-6 cells under 3T3-L1 adipocyte coculture to pulsed stable isotope chromatography-mass spectrometry (SILAC)-based proteomic analysis (Fig. 5d). As expected, we confirmed potent repression of global protein synthesis (Fig. 5e). Of the 470 proteins identified, 413 (87.5%) were robustly cross-identified as focally downregulated at both +24 h and +48 h. These co-downregulated proteins were enriched for pathways related to translational regulation, ribosomal assembly and mRNA processing (Table 1), reflecting widespread deregulation  of the translational network. Notably, we did not detect a high abundance of proteins subject  to selective mRNA translation (*n* = 7), suggesting that preferential mRNA translation was not actively engaged. Thus, we conclude that adipocyte-induced translational reprogramming accompanies a pro‐survival response that does not appear to be driven by a switch to a specialized translational programme.

**Table 1:** Pathway analysis of the co-downregulated proteins (n = 413) at +24 and +48 h in Nalm-6 cells cocultured with 3T3-L1 adipocytes, as detected by pulsed SILAC. Pathway enrichment was assessed by two-sided Fisher’s exact tests with a Benjamini–Hochberg FDR of 5%. Pathways with an enrichment >2 are presented.

	Category	Pathway	Enrichment factor	*P*-value	Benj. Hoch. FDR
1	Keywords	Elongation factor	3.1071	0.00034546	0.01708
2	GOCC	chaperonin-containing T-complex	3.1071	0.0001099	0.003187
3	Keywords	rRNA-binding	2.7618	0.00067496	0.026323
4	GOCC	cytosolic small ribosomal subunit	2.3052	1.25E−06	6.84E−05
5	GOCC	small ribosomal subunit	2.2597	1.31E−06	6.84E−05
6	GOBP	positive regulation of translation	2.244	0.00044973	0.036325
7	GOBP	regulation of cysteine-type endopeptidase activity	2.1749	0.00044019	0.036147
8	KEGG	Ribosome	2.1128	4.68E−11	1.04E−08
9	GOBP	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	2.0963	7.60E−12	7.49E−09
10	GOBP	nuclear-transcribed mRNA catabolic process	2.0714	1.11E−12	2.73E−09
11	GOBP	mRNA catabolic process	2.0605	1.02E−12	2.73E−09
12	Keywords	Citrullination	2.0315	0.00035833	0.01708
13	GOCC	cytosolic large ribosomal subunit	2.0232	5.17E−06	0.00018405
14	GOCC	cell cortex part	2.0196	0.0019023	0.045137
15	GOBP	RNA catabolic process	2.0196	1.73E−12	2.83E−09

## Discussion

Our study highlights several important findings. First, the adipocyte niche is dynamic in ALL, evolving from depleted states in ALL disease to full reconstitution during the remission response, confirming that these niches contribute temporally to an MRD-associated environment. Second, we identified a protein-based interplay regulated by the adipocyte stroma that restricts protein translation in ALL cells. Importantly, adipocyte-imposed restriction of protein translation played a direct role in regulating ALL cell quiescence. To the best of our knowledge, this is the first report to link the regulation of ALL quiescence with extrinsically mediated control of protein synthesis, although a similar parallel has been reported for HSCs involving exogenous angiopoietin^46^. Consistent with our findings, the level of translational activity has also been shown to regulate HSC maintenance^47^ further emphasizing the connection between quiescence-proliferation decisions and protein dynamics. We further show that reduced levels of global protein synthesis are associated with increased cellular fitness in ALL cells (Figs. 5a–c) and that this protection was not limited to the feature of cellular quiescence but encompassed broader multitrait resistance. In this way, adipocytes act not as selective chemo-survival factors but as providers of broader tumour cell protection than previously envisaged^48^. Notably, our finding that adipocytes enhance the survival and persistence of ALL cells through non-cell-autonomous suppression of the ALL proteome resonates with a form of biosynthetic stress resilience that has recently gained recognition as a cell-intrinsically determined process^49^, emphasizing the importance of attenuated biosynthetics as a critical mark of treatment resistance. How adipocyte-imposed hypotranslation leads to improved multistress resistance in ALL cells was not attributable to a switch to selective translation of prosurvival proteins, as reported for other protein suppression states^44,45^. This opens up the conceptual possibility that other factors, such as enhanced proteome quality, may play a role, analogous to paradigms in other model organisms^50^. Although these aspects are yet to be resolved, the observation that adipocyte-regulated loss of protein translation in ALL cells promotes ALL resistance adds to the increasing repertoire of stromal mechanisms that present a challenge to therapeutic success. In vivo targeting of adipocytes should provide further insight into this process but was not applied here due to the inability to modulate BM adipocytes exclusively without introducing significant confounding variables^51–53^. Therefore, appropriate model development will be essential to overcome this limitation and to establish the full in vivo potential of adipocytes in ALL disease/resistance.

Although our results implicate GCN2 as the potential factor determining ALL translational repression, given its rescue when GCN2 is inhibited (Fig. 4i), the lack of any selective increase in eIF2α phosphorylation under adipocyte conditions (Supplementary Fig. 4v) together with no orthogonal features of activated ISR downstream (Fig. 4d and Supplementary Fig. 4v-w) as well as incomplete phenotype reversal despite potent eIF2α inhibition would argue against this factor being the principal driver. We predict that the mechanism coupling adipocytes with the leukaemia proteome is complex and beyond the scope of this report given that canonical pathways controlling protein translation were not obvious. Significantly, our data do yield important insights into potential entry points for therapeutic intervention. First, therapeutic modulation of GCN2^54^ may disrupt the regulatory impact of adipocytes on ALL protein synthesis, thereby limiting the development of ALL cell phenotypes specifically linked to this process. Second, as adipocytes restrict the ALL proteome through direct interaction with ALL cells (Supplementary Fig. 5c, d), the latter showing importance in scenarios of clinical chemoresistance (Fig. 1), this suggests that physical interactions between ALL cells and adipocytes should be targeted to limit phenotypic plasticity arising from this specific stromal crosstalk which otherwise serves to increase tumour cell fitness. Further work is therefore warranted to deeply characterize the adipocyte-ALL interactome to pursue this potentially profitable avenue. The tractability of such approaches is supported by our data, which demonstrates that ALLproliferation loss,  lowered proteome flux and chemoprotection are  reversible states upon microenvironmental withdrawal (Fig. 5b and Supplementary Fig. 5d).

Our results merit comparison with the wider published data relating to adipocyte niches and leukaemia. While our data are in broad agreement with reports demonstrating that adipocyte stromal microenvironments are active modulators of the tumoural phenotype, the tremendous potential for these stroma to elicit both tumour- and tissue-dependent outcomes is also specifically highlighted.

In AML, where specifically evaluated, the adipocyte stroma has been shown to enhance AML proliferation as well as cellular survival^37^, similar to reported effects in a variety  of solid cancers^38,55,56^. In line with this, adipocytes located in gonadal tissue play a supportive role in CD36 ^+ ^AML leukaemia stem cell (LSC) maintenance and expansion^39^. The main mechanism defining the adipocyte-AML interplay relates to facilitated fatty acid transfer^37,39^. As our descriptions appear diametrically opposite, both in terms of the effect of adipocytes on cellular growth, the role of fatty acids and the nature of the modulation, which is a contextual and reversible property of interactions with adipocyte niches, this supports the notion of lineage specificity in adipocyte niche function. Thus, while adipocyte depletion states are characteristic of AML disease^31,57^ as well as other conditions, its biological significance will be defined by the interplay specific to the tumour cell type. Our study defines a conceptual framework (Fig. 6) specific to the B-ALL disease-remission transition, based on the interplay demonstrated with adipocyte stroma and should not be directly extrapolated to other conditions exhibiting BM-adipocyte dynamics.

**Fig. 6:**
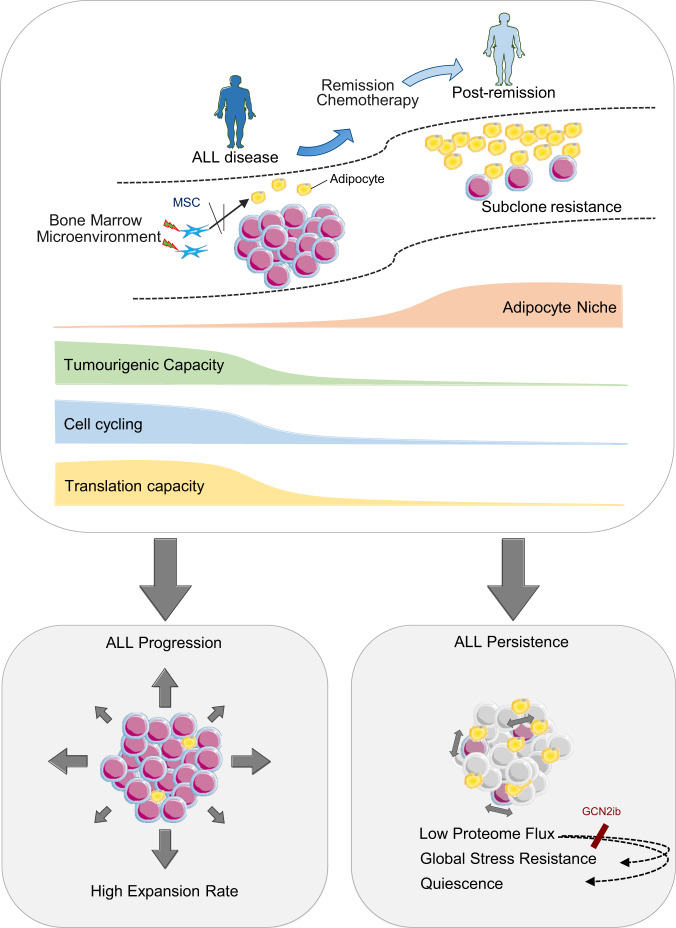
a Adipocyte niche function in ALL disease. Graphical abstract showing the temporal course of adipocyte niches across the ALL disease-remission transition and its pathophysiological relevance based on the demonstration of adipocyte-driven modulations in ALL cell phenotype.

Overall, our report provides insights into the versatility of adipocytes in their capacity for tumour adaptation. The functional coupling between adipocytes and ALL proteomes goes beyond known players of adipocyte-tumour cell interplay and represents an important mechanism of niche-driven resistance that should be targeted to increase therapeutic success.

## Methods

### Human samples

The use of human samples, collection and publication of individual-level clinical data was approved by the NRES Committee London; City & East Research Ethics Committee 10/H0704/65. The conduct of the study was fully compliant with the ethical approval. Pretreatment bone marrow and peripheral blood samples containing >80% blasts were collected from adult patients with ALL at diagnosis and cryopreserved after mononuclear cell (MNCs) isolation using Lymphoprep™ (07851, STEMCELL Technologies) based density gradient centrifugation. Patient- and disease-specific features are summarized in Supplementary Table 3. Adult healthy control BM-MNCs were purchased from Lonza (2M-125C) (median age: 27 years, range: 21-47). BM trephine biopsies were obtained from the posterior iliac crests of patients as part of routine diagnostic procedures and were sourced from the diagnostic laboratories of St Bartholomew’s, Royal Marsden and Christie Hospitals U.K. Healthy trephines were selected from adult lymphoma staging biopsies where histological involvement had been excluded. Peripheral blood stem cells were obtained from GCSF-mobilized healthy donors (GMPB) who were undergoing an allogeneic stem cell donation procedure on the COBE Spectra apheresis system (Caridian BCT, Lakewood, CA).

### Histological analysis

Quantitative analysis of adiposity in patient diagnosis, remission (<5% marrow blasts defined morphologically) and healthy control trephine biopsies was determined using a custom analysis protocol package (APP) designed using AuthorTM (Visiopharm). In brief, formaldehyde-fixed paraffin-embedded sections of human trephine biopsies were stained with haematoxylin and eosin (H&E) to visualize the gross anatomy of BM tissue. Whole H&E slides were scanned using a Pannoramic 250 Flash at  × 20 magnification and then imported into Visiopharm software. Regions of interest (ROIs) consisting of the haematopoietic marrow space were delineated. Trabecular bone, areas of haemorrhage, processing or tissue damage artefacts or non-marrow adipocytes were excluded from analysis. ROIs were verified by expert histopathological review. Filters were applied to the input image combining median, standard deviation and multiplication of pixel neighbourhoods followed by threshold analysis to distinguish the empty adipocytes from the background tissue. Post-processing scripts based on minimum and maximum area and form factor further restricted measurement to only adipocytes. A separation script was applied to distinguish individual adipocytes arranged in clusters. Output variables from the APP were adipocyte count and size along with the input area of the ROI. Immunostaining of BM trephines was performed on four μm slides for CD79a (clone SP18, Roche), CD34 (QBend 10, Roche), CD22 (clone SP104, Roche), Tdt (5267811001, Roche) and PAX5 (EPR3730, Abcam,). Staining was performed on the Ultra Ventena platform using the Optiview DAB detection kit (Roche 760700). Proximity relationships between drug resistant cells and adipocytes were determined by 2 independent assessors and verified by an expert haematopathologist. Only consensus events were reported.

### Adiponectin testing

BM serum samples were collected from patients with newly diagnosed ALL before the initiation of treatment. For control samples, BM serum was utilized from two sources: patients with < stage III diffuse large B cell lymphoma without BM involvement (*n* = 5) or healthy donors (*n* = 2). Adiponectin measurements were performed in technical duplicate using the commercial RayBio® Human Adiponectin ELISA kit (ELH-Arcp30).

### Generation of mesenchymal stromal cells

BM-MNCs were seeded at densities of 10 × 10^6^ cells per 175 cm2 in MesenCult™ MSC Basal Medium (05401, STEMCELL Technologies) supplemented with MesenCult™ MSC Stimulatory Supplement (05402, STEMCELL Technologies), 100 units/ml penicillin and 100 µg/ml streptomycin (15140122, Thermo Fisher Scientific), 2 mM l-glutamine and 1 ng/ml recombinant human FGF (233-FB, R&D Systems) and incubated at 37 °C and 5% CO_2_ under humidified conditions for 21 days. The culture medium was changed on day 2 and every week thereafter to remove nonadherent cells. On day 21, adherent cells, corresponding to BM-MSC populations at P1, were detached using a Trypsin/EDTA Solution (R001100, Thermo Fisher Scientific) and counted using the LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems) and Acridine Orange/Propidium Iodide Staining (F23001, Logos Biosystems). A subset was subjected to phenotypic characterization using the Human MSC Analysis Kit (562245, BD Biosciences) to ascertain whether the criteria defined by the International Society for Cellular Therapy were met: ≥95% expression of CD73, CD90 and CD105 and ≤2% expression of the haematopoietic and endothelial cell markers CD34, CD45, CD11b, CD19 and HLA-DR^30^. The rest of the cells were passaged to a maximum of P4.

### Colony-forming unit fibroblast (CFU-F) assays

For CFU-F assays, BM-MNCs were plated in duplicate or triplicate at densities of 1 × 10^6^ cells per 25 cm^2^ flask and cultured as described under “Generation of Mesenchymal Stromal Cells”. After 10 days, colonies (>50 cells) corresponding to CFU-F were stained with 0.5% crystal violet (C6158, Merck KGaA) and counted by light microscopy^58^.

### MSC differentiation

The ability of MSCs to differentiate into multiple mesenchymal lineages was examined using the Human Mesenchymal Stem Cell Functional Identification Kit (SC006, R&D Systems). All differentiation studies were undertaken at the P2-P3 stage, and MSCs were cultured in MEM α medium (22561021, Thermo Fisher Scientific) supplemented with 10% heat-inactivated foetal bovine serum (FBS; 10500064, Thermo Fisher Scientific), 100 units/ml penicillin, 100 µg/ml streptomycin and 2 mM l-glutamine prior to inducing differentiation. Adipogenic differentiation was initiated in confluent MSC cultures by adding adipogenic differentiation medium containing 1% adipogenic supplement. For osteogenic differentiation, MSCs were grown to 60–70% confluence prior to initiating osteogenic differentiation using osteogenic differentiation medium containing 5% osteogenic supplement. The culture medium was refreshed every 3 days for a total duration of 21 days, after which differentiated MSC cultures were set up for coculture. For immunofluorescence studies, MSCs were differentiated on sterile glass coverslips. For osteogenic differentiation, coverslips were coated with 1 µg/ml fibronectin (1918-FN, R&D Systems) to prevent cell detachment. Differentiated cells were fixed with 4% PFA for 20 min followed by washes in DPBS (no calcium, no magnesium; 14190094, Thermo Fisher Scientific). Cells were permeabilized and blocked with 0.1% Triton X-100 and 2% BSA (A9647, Merck KGaA) in DPBS for 45 min prior to incubation with either an unconjugated goat polyclonal antibody recognizing FABP4 (10 μg/mL; AF1443, R&D Systems) followed by a donkey anti-goat antibody conjugated to Alexa-647 (1:500; A-21447, Thermo Fisher Scientific) or an unconjugated mouse monoclonal antibody against osteocalcin (10 μg/mL; MAB1419, R&D Systems) followed by a goat anti-mouse antibody conjugated to Alexa-488 (1:500; A-11001, Thermo Fisher Scientific) to identify adipocytes and osteoblast cells, respectively. Slides were mounted with ProLong™ Gold Antifade Mountant with DAPI (P36931, Thermo Fisher Scientific), and fluorescent images were acquired at ×20 magnification using a Nikon Eclipse Ci fluorescence microscope. Images were analysed with ImageJ software (v1.50b, USA). At least five independent fields (>50 cells) per differentiation condition were used to quantify the frequency of DAPI/FABP4-stained adipocytes or DAPI/osteocalcin-stained osteoblasts.

### Conditioned medium (CM) collection

ALL cell lines (Nalm-6, REH, RS4;11) and three independent healthy human GCSF-mobilized peripheral blood (GMPB) samples enriched for haematopoietic stem cells were cultured in RPMI and 10% FBS for +72 h prior to supernatant collection. The cell viabilities prior to CM collection were >85%. Supernatants were filtered and centrifuged to eliminate cells and cell debris. Each CM was then aliquoted in a volume 5 ml with the addition of 50 µl of adipogenic supplement before being frozen at −80 °C prior to use. No CM controls were derived from RPMI, and 10% FBS cultured alone at +72 h was treated similarly. Precollected CM and non-CM controls were then utilized to induce adipogenic differentiation in P3 healthy MSCs, with medium changes as detailed under “MSC differentiation”.

### Oil red O staining

Oil red staining was performed by fixing cells with 4% PFA and then incubating them with 60% isopropanol for 5 min prior to staining with 0.3% oil red O (O0625, Sigma-Aldrich) in 60% isopropanol for 10 min at room temperature (RT). Cells were washed with distilled water to remove excess dye and counterstained with Mayer’s haematoxylin. Digital images were acquired using a Nikon Eclipse Ci microscope. To quantify the staining intensity, oil red was eluted in isopropanol, and absorbance was measured at a wavelength of 500 nm using a FLUOstar Omega (BMG Labtech) microplate reader.

### RNA sequencing

Total RNA was extracted from P4 ALL and healthy BM-MSCs as well as Nalm-6 cells cocultured with 3T3-L1 preadipocytes or 3T3-L1 adipocytes using the RNeasy mini kit (74104, Qiagen). RNA-seq was performed using NextSeq™ 500 High Output Run (150 cycles) with 40-50 million reads and 150 bp reads paired end. RNA-seq was performed in one technical run for the BM-MSC samples and in two technical runs for the Nalm-6 cells. RNA-Seq reads were aligned to the human genome (hg38) using Hisat2. Count files were generated by mapping reads to the human genome (hg38) p5 using HTSeq. Differential expression analysis was performed using Limma for BM-MSC RNA-seq and DESeq2 in R for Nalm-6 cell RNA-seq. The *p*-values were further adjusted using the Benjamini and Hocheberg procedure. Gene set enrichment analysis (GSEA) was performed using GSEA software version 2.1.0 (Broad Institute) and the FGSEA package in R (Broad Institute). Comparisons were made using curated (C2) gene set collections from the Molecular Signatures Database (MSigDB). The Ggplot2 package in R was applied to visualize the results. Publicly available gene expression datasets were used to compare gene expression profiles between mature human osteoblasts and adipocytes (GSE945129). Heat map generation was performed using individual probe sets. The array data have been deposited in the Gene Expression Omnibus repository (GEO accession number GSE151802).

### Cell lines

The human ALL cell lines Nalm-6 (CRL-3273), REH (CRL-8286) and RS4;11 (CRL-1873) were purchased from ATCC (American Type Culture Collection, Rockville, MD). ALL cell lines were cultured in RPMI 1640 medium (2187534, Thermo Fisher Scientific) supplemented with 10% FBS, 100 units/ml penicillin and 100 µg/ml streptomycin.

The murine fibroblast cell line 3T3-L1 (CL-173) was purchased from ATCC. 3T3-L1 cells were cultured in DMEM (41966029, Thermo Fisher Scientific) supplemented with 10% FBS, 100 units/ml penicillin and 100 µg/ml streptomycin.

All cells were incubated at 37 °C and 5% CO_2_ under humidified conditions and were routinely subjected to mycoplasma testing. Cell counts and viability measurements were performed with the LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems) using acridine orange/propidium iodide stain (F23001, Logos Biosystems).

### 3T3-L1 adipocyte differentiation

3T3-L1 preadipocytes were differentiated into adipocytes according to standard methods with slight modifications^59,60^. Briefly, two days post confluency (Day 0), DMEM (containing 10% FBS and antibiotics) was supplemented with 0.5 mM 3-isobutyl-1-methylxanthine (I7018, Merck KGaA), 0.25 μM dexamethasone (D2915, Merck KGaA), 2 μM rosiglitazone (R2408, Merck KGaA) and 1 μg/ml insulin (I9278, Merck KGaA). After 48 h (Day 2), the medium was replaced with DMEM supplemented with 10% FBS, 1 μg/ml insulin and antibiotics. The medium was subsequently changed to DMEM supplemented with 10% FBS and antibiotics every 2 days until day 10, after which cells were utilized for coculture experiments. The adipocyte conversion at this time was reproducibly 100%, as demonstrated by adipocyte-specific FABP4 immunofluorescence staining (Supplementary Fig. 3a).

### ALL coculture experiments

Fully confluent stromal cultures were washed twice with DPBS to remove differentiation media prior to adding ALL cell line suspensions to RPMI medium containing 10% FBS and antibiotics. For 150 mm culture dishes, the seeding density was 10 × 10^6^ ALL cells in 30 ml media, and for 6-well plates, 0.5 × 10^6^ ALL cells were seeded in 5 ml medium. The ratio of stromal cells to ALL cells at the time of coculture was consistently 1:2. For assaying cell number and cell cycle status, the full contents of cocultures, including stromal elements, were collected by flushing the wells with DPBS prior to flow cytometry analysis. To isolate ALL cells for reculture or RNA and protein extraction, cocultures were subjected to light trypsinization with a 50% diluted trypsin/EDTA solution for 1 min, followed by repeated washing with DPBS and gentle pipetting to remove supernatant and avoid disturbance of the stromal monolayer. Purity assessment of these supernatants by flow cytometry confirmed that stromal-cell contamination was reproducibly <5%.

In specified experiments, coculture was performed in the presence of drugs added 2 h after the coculture was set up corresponding to when ALL cells were fully adherent to the adipocyte stroma. The added drugs were 20 µM SSO (sulfo-N-succinimidyl oleate sodium; SML2148, Merck KGaA), 40 µM etomoxir (E1905, Merck KGaA), 30 µM BMS309403 (5258, Tocris Bioscience) and GCN2ib (HY-112654, Generon).

### Flow cytometry

Flow cytometry was performed on an LSRFortessa™ flow cytometer (BD Biosciences). Data were analysed by FlowJo (version 10.1, Tree Star). Antibody staining was performed for 15 min in the dark. DAPI (D3571, Thermo Fisher Scientific, 1:2000 in DPBS containing 2% FBS) was added prior to flow cytometric analysis. Gates were set up to exclude doublets, nonviable cells (DAPI+, or fixable viability dye+) and isotype-stained populations. Cell counts were assessed using CountBright™ Absolute Counting Beads (C36950, Thermo Fisher Scientific) on CD19+-gated populations.

Apoptotic cell death was assessed by dual staining with Annexin V-Alexa Fluor 647 (A23204, Thermo Fisher Scientific) and DAPI in CD19+-gated populations. Cells were washed in Annexin V binding buffer (556454, BD Biosciences) and stained with the B lineage ALL marker CD19-PE (clone 4G7; 345777, BD Biosciences) and Annexin V Alexa Fluor 647 for 15 min, protected from light. DAPI (1:2000 in Annexin V binding buffer) was added prior to flow cytometric analysis.

Cell cycle assessment was performed by Ki67 and DAPI dual staining on CD19+-gated populations. Cells were washed in DPBS containing 2% FBS and stained with CD19-PE and Fixable Viability Dye eFluor™ 780 (65-0865-14, Thermo Fisher Scientific) for 30 min at 4 °C. Cells were then fixed with ice-cold 70% ethanol and kept at −20 °C. Subsequently, the samples were washed twice in DPBS containing 2% FBS, stained with Ki67-FITC (556026, BD Biosciences) for 30 min, and protected from light. DAPI (1:500 in DPBS containing 2% FBS) was added prior to flow cytometric analysis. Gating of the different phases of the cell cycle was determined by population analysis and isotype controls.

Intracellular lipid content was assessed by BODIPY™ 493/503 staining. Cells were washed in DPBS and stained with BODIPY™ 493/503 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-Indacene) (D3922, Thermo Fisher Scientific) for 30 min at 37 °C. Subsequently, the samples were washed in DPBS, and DAPI (1:2000 in DPBS) was added prior to flow cytometric analysis. BODIPY median fluorescence intensity (MFI) was determined as a quantification of intracellular lipid content.

For the assessment of the expression of the transmembrane fatty acid transporter CD36, cells were washed in DPBS containing 2% FBS and stained with CD36-APC (clone CB38; 550956, BD Biosciences) together with CD19-PE and CD10-APC (clone HI10a 332777 BD Biosciences) for primary ALL samples or CD34-APC (clone; 555824 BD Biosciences) together with CD33-PE (clone WM53; 555450, BD Biosciences) for AML samples. Gating strategies for flow cytometry are summarized in Supplementary Fig. 6.

### Osmium staining

Following euthanasia, murine tibiae were isolated, thoroughly cleaned and fixed in 10% formalin at 4 °C for 48 h. Bones were decalcified for 14 days in 14% EDTA and washed in Sorensen’s phosphate buffer. Bones were then stained for 48 h in 1% osmium tetroxide (Agar Scientific), washed in Sorensen’s phosphate buffer and embedded in 1% agarose, forming layers of five tibiae arranged in parallel in a 30 ml universal tube. Tubes of embedded tibiae were then mounted in a Skyscan 1172 desktop micro-CT (Bruker microCT, Kontich). Samples were scanned through 360° using a step of 0.40° between exposures. A voxel resolution of 12.05 μm was obtained in the scans using the following control settings: 54 kV source voltage, 185 μA source current with an exposure time of 885 ms. A 0.5 mm aluminium filter and two-frame averaging were used to optimize the scan. After scanning, the data were reconstructed using NRecon v1.6.9.4 software (Bruker, Kontich, Belgium). The reconstruction thresholding window was optimized to encapsulate the target image. Volumetric analysis was performed using a CT Analyser v1.13.5.1 (Bruker microCT, Kontich).

### Xenotransplantation experiments

All animal experiments were performed under license PPL 70/8540 approved by the Home Office of the United Kingdom and in accordance with institutional guidelines. Immunodeficient male (to avoid gender-based variation in adiposity) NSG mice (NOD. Cg-Prkdcscid 112rgtm1Wjl/SzJ) were obtained from Charles Rivers Laboratories. All mice were housed in barrier accommodation in the Biological Services Unit at Queen Mary University of London, Charterhouse Square. Thawed MNCs obtained from PB or BM from ALL patients at diagnosis were resuspended in DPBS containing 10% FBS, and 5-8 × 10^6^ cells were administered intravenously into the tail vein of 7- to 10-week-old nonirradiated mice. For Nalm-6 xenotransplantation, 0.5 × 10^6^ cells were injected. Engraftment of human leukaemic cells was examined every two weeks by intratibial bone marrow sampling under anaesthesia (isoflurane) and postprocedure analgesia (0.1 mg/kg vetergesic). Animal wellbeing and weight were regularly monitored, and mice were euthanized when signs of disease-related symptoms developed, in compliance with approved protocols or at leukaemia cell engraftment of >70%, as determined by intratibial sampling. This threshold was approximately reached 6–8 weeks after tumour inoculation of primary ALL and 3-4 weeks with the Nalm-6 ALL cell line. At sacrifice, bone marrow cells from the femur and the tail vertebrae were isolated by mechanically crushing the bones with a mortar and pestle in DPBS containing 2% FBS, followed by filtration through a 40 µM nylon mesh to obtain a single-cell suspension. Following centrifugation, cell pellets were subjected to red blood cell lysis using ammonium chloride (07850, STEMCELL Technologies) prior to flow cytometric analysis. Gonadal fat tissue was microdissected at sacrifice, chopped and then digested with Liberase (5401119001, Roche) for 30 min at 37 °C and processed as previously described^39^. Flow cytometric assessment of primary human leukaemia engraftment was performed by CD19-PE and CD45-FITC (clone 2D1; 345808, BD Biosciences) costaining of DAPI-viable cells or CD19-PE and CD10-FITC (clone W8E7; 347503, BD Biosciences) costaining in the case of Nalm-6 engraftment. Cell cycle analysis was performed on CD19 + -gated populations as described under “Flow cytometry”. For Op-Puro analysis, 0.5 × 10^6^ cells from femoral or tail bone marrow were incubated with 10 µM OP-Puro reagent in RPMI medium containing 10% FBS for 20 min at 37 °C. OP-Puro incorporation analysis was performed on CD19- and CD45 + -gated populations as described under “O-propargyl-puromycin (OPP) labelling”.

### Western blot analysis

Total cellular protein content was extracted in NuPAGE™ LDS Sample Buffer (NP0007, Thermo Fisher Scientific) containing 50 mM dithiothreitol (NuPAGE™ Sample Reducing Agent; NP0009, Thermo Fisher Scientific). Protein content was quantified using the Pierce™ BCA Protein Assay Kit (23227, Thermo Fisher Scientific). Proteins were separated on NuPAGE™ 4–12% Bis–Tris polyacrylamide gels (NP0335BOX, Thermo Fisher Scientific) and transferred onto 0.45 µM PVDF transfer membranes (88518, Thermo Fisher Scientific). Membranes were blocked in Tris-buffered saline containing 0.1% TWEEN 20 and 5% BSA for 60 min at RT and then incubated with primary antibodies overnight at 4 °C. HRP-conjugated secondary antibodies were used at a 1:5000 dilution (anti-rabbit 7074 and anti-mouse 7076, Cell Signaling Technology). Protein signals were developed using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (34577, Thermo Fisher Scientific), and images were acquired using an Amersham Imager 600 RGB (GE Healthcare). Densitometric analysis of immunoblots was performed using ImageJ software.

Primary antibodies were purchased from Cell Signaling Technology: P21 (12D1, 2947), P27 (D69C12, 3686), phospho-P53 (Ser46, 2521), Cyclin D1 (E3P5S, 55506), Cyclin E (HE12, 4129), phospho-Rb (Ser807/811, 8516), E2F-1 (3742), Phospho-AMPK (Thr172, 2531), Phospho-mTOR (Ser2448; 2971), Phospho-S6 Ribosomal Protein (Ser235/236; 2211), S6 Ribosomal Protein (5G10; 2217), Phospho-4EBP1 (Thr37/46; 2855), 4EBP1 (53H11; 9644), Phospho-eIF2α (Ser51; 9721), eIF2α (9722) and ATF4 (D4B8; 11815). The anti α-Tubulin antibody was purchased from Abcam (DM1A; ab7291). All primary antibodies were diluted 1:1000. In specified experiments, ISRIB (200 nM, S7400, Selleckchem), PERK inhibitor (2 µM; GSK2606414) or GCN2ib (5 µg/mL; HY-112654), 250 nM thapsigargin (1138, Tocris Bioscience) or 1 µM Torin 1 (4247, Tocris Bioscience) prior to cell harvest and lysate collection.

### Lipidomics

Two technical replicates of ALL cells (3 × 10^6^) were harvested from 3T3-L1 adipocytes or preadipocytes as described under “ALL coculture experiments”. Cell pellets were washed twice in ice-cold DPBS, prepared by snap freezing on dry ice and submitted to MS-Omics for lipidomic profiling. Lipids were extracted from the samples using methanol, ultrapure water and methyl tert-butyl ether. The organic phase used for lipid analysis was separated, transferred to injection vials, dried under nitrogen flow and reconstituted in an isopropanol/acetontril/water mixture. For quality control, a mixed pooled sample (QC sample) was created by taking a small aliquot from each sample. This sample was analysed at regular intervals throughout the sequence. Matrix effects were tested for quantified compounds by spiking the QC sample at a minimum of two levels. Chromatographic separation was performed using a UPLC system (Vanquish, Thermo Fisher Scientific) coupled with a high-resolution quadrupole-orbitrap mass spectrometer (Q Exactive™ HF Hybrid Quadrupole-Orbitrap, Thermo Fisher Scientific). An electrospray ionization interface was used as the ionization source. Analysis was performed in negative and positive ionization modes. A QC sample was analysed in MS/MS mode for identification of compounds. UPLC was performed using a slightly modified version of the protocol described by Isaas et al.^61^. Data were processed using Compound Discoverer 3.0 (Thermo Fisher Scientific).

### Oleic acid treatment

ALL cells at a concentration of 0.2 × 10^6^ cells in 1 ml RPMI medium (containing 10% FBS and antibiotics) were treated with 30 or 100 µM oleic acid-albumin from bovine serum (O3008, Merck KGaA) for 24, 48 or 72 h. Treatment with 0.3% bovine serum albumin (A7511, Merck KGaA) was used as a control. An additional 1 ml of medium with the corresponding treatment was supplemented after 24 h. Cell counts and viability measurements were performed using acridine orange/propidium iodide staining.

### Fatty acid translocation experiments using BODIPY

To examine directional lipid transfer from adipocytes to ALL cells, 3T3-L1 adipocytes were incubated with 2 µg/ml BODIPY™ 558/568 C_12_ (4,4-Difluoro-5-(2-Thienyl)-4-Bora-3a,4a-Diaza-s-Indacene-3-Dodecanoic Acid) (D3835, Thermo Fisher Scientific) for 4 h. The adipocytes were washed with HBSS containing 0.2% fatty acid-free BSA to remove extracellular fatty acids. Subsequently, ALL cell lines at a concentration of 0.2 × 10^6^ cells/ml were cocultured with labelled 3T3-L1 adipocytes for 24 h before being harvested, washed with HBSS containing 0.2% fatty acid-free BSA and analysed by an Amnis® ImageStream®XMk II flow cytometer. Imagining was performed using INSPIRE™ software.

### Short hairpin RNA CD36 targeting

Knockdown of CD36 was achieved using MISSION® shRNA lentiviral transduction particles cloned into the pLKO.1 lentiviral vector (CD36 shRNA: SHCLNV, nonmammalian shRNA control: SHC002V, Merck KGaA). Sequences of transduction particles are listed in Supplementary Table 4. Cells were plated in 6-well plates (0.25 × 10^6^ cells/well) and treated with 5 µg/ml polybrene for 15 min prior to transduction with the appropriate lentiviral particles at a multiplicity of infection of 1. Cells were incubated with the particles for 72 h, and then selection with 1.0 µg/ml puromycin was performed until use in experiments. Cells were assayed for knockdown of CD36 by RT-qPCR.

### Quantitative real-time PCR

RNA was extracted with a RNeasy Micro Kit (74004, Qiagen) following the manufacturer’s protocol. RNA was quantified (total RNA, 18S rRNA and 28S rRNA), and RNA integrity was assessed using an RNA ScreenTape (5067-5576, Agilent), RNA ScreenTape Sample Buffer (5067-5577, Agilent) and the 4200 TapeStation System (G2991AA, Agilent). RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (4368814, Thermo Fisher Scientific). Quantitative real-time PCR was performed on a Touch™ Real-Time thermal cycler (CFX384, Bio-Rad) using SsoAdvanced™ Universal SYBR® Green Supermix (1725271, Bio-Rad). Target primer sequences are listed in Supplementary Table 5. β-Actin was used to normalize the RNA content. All samples were analysed in triplicate and averaged.

### Phosphoproteomic LC-MS/MS analysis

Nalm-6 cells were cocultured with 3T3-L1 adipocytes or preadipocytes for 24 or 72 h in 150 mm culture dishes (see ALL coculture experiments). Cells were isolated from coculture, and cell lysis and trypsin digestion were performed following previously described protocols in urea buffer (8 M urea in 20 mM in HEPES pH 8.0 supplemented with 1 mM Na_3_VO_4_, 1 mM NaF, 1 mM Na_4_P_2_O_7_ and 1 mM sodium β-glycerophosphate)^40,62^. Briefly, proteins were quantified by BCA assay, and 250 µg of protein was reduced and alkylated by sequential incubation with 10 mM dithiothreitol and 16.6 mM iodoacetamyde. Urea was diluted to a concentration of 1.44 M with 20 mM HEPES (pH 8.0), and samples were incubated with trypsin beads [50% slurry of TLCK-trypsin (20230, Thermo-Fisher Scientific)] on a thermoshaker overnight. Peptide solutions were then desalted using 10 mg OASIS-HLB cartridges (Waters, Manchester, UK) and eluted with glycolic acid buffer (1 M glycolic acid, 50% ACN, 5% TFA). Phosphopeptides were enriched as previously described using 50 µL of TiO_2_ beads [(50% slurry in 1% TFA) GL Sciences]^40,62^. For phosphopeptide recovery, peptides were eluted in 5% NH_4_OH; dried peptide extracts were then dissolved in 0.1% TFA and analysed in an LC-MS/MS system. This consisted of a nanoflow ultra-high pressure liquid chromatography system nanoflow ultimate 3000 RSL nano (Dionex) coupled to a Q Exactive™ Plus Orbitrap™ Mass Spectrometer (Thermo Fisher Scientific).

The LC system used mobile phases A (3% ACN: 0.1% FA) and B (100% ACN; 0.1% FA). Peptides were loaded onto a μ-precolumn (160454) and separated in an analytical column (EASY-Spray; ES803). The gradient was 1% B for 5 min and 1% B to 35% B for 60 min. Following elution, the column was washed with 85% B for 7 min and equilibrated with 3% B for 7 min at a flow rate of 0.25 µL/min. Peptides were nebulized into the online connected Q-Exactive Plus system operating with a 2.1 s duty cycle. Acquisition of full-scan survey spectra (*m/z* 375–1500) with a 70,000 FWHM resolution was followed by data-dependent acquisition in which the 15 most intense ions were selected for HCD (higher energy collisional dissociation) and MS/MS scanning (200–2000 *m/z*) with a resolution of 17,500 FWHM. A 30 s dynamic exclusion period was enabled with an exclusion list with a 10 ppm mass window. The oxverall duty cycle generated chromatographic peaks of approximately 30 s at the base, which allowed the construction of extracted ion chromatograms (XICs) with at least ten data points.

### Peptide identification and quantification

Mascot Distiller 2.7.1 was used to fit an ideal isotopic distribution to the MS/MS data to maximize peptide identification, and the Mascot Daemon 2.6 search engine was used to match peaks to peptides in proteins present in the UniProt/SwissProt Database (human species). The process was automated with Mascot Daemon 2.5.0, mass tolerance was set to ± 10 ppm, and variable modifications phospho (ST), phospho (Y) gln→pyro-glu (N-term Q) and oxidation (M) were included in the search. Carbamidomethyl (C) as fixed modification. Trypsin was selected as the digestion enzyme, and 2 missed cleavages were allowed. Sites of modification were reported when they had delta scores >10. Peptide and subsequent protein quantification was achieved using in-house developed Peak statistics calculator (PESCAL) software^63^. PESCAL constructs XICs for each peptide identified with the MASCOT search engine. With each constructed XIC, peak heights could be calculated. These peptide peak heights were then normalized to the sum of the intensities for each individual sample, and the average fold change between conditions could be determined. Statistical significance between conditions was considered significant when Student’s *t* tests produced a *p*-value<0.05 following correction with Benjamini–Hochberg multiple testing. Further data processing and analysis were conducted within Microsoft Excel (2013) or R (v3.4.4-reshape2, ggplot2, gplots, readxl, Hmisc and ggrepel packages). The Z-score was calculated based on the fold change, as previously described^40,64^.

### KSEA and gene ontology analysis

Kinase-substrate enrichment analysis (KSEA) was performed as follows^40^; briefly, peptides differentially phosphorylated between a set of samples (at non-adjusted *p*-value<0.05) were grouped into substrate sets known to be phosphorylated by a specific kinase as annotated in the PhosphoSite, Phospho. ELM, and PhosphoPOINT databases^65–67^. To infer enrichment of substrate groups across sets of samples, the hypergeometric test was used, followed by correction with Benjamini–Hochberg multiple testing. For gene ontology analysis, proteins differentially phosphorylated between conditions (at non-adjusted *p*-value<0.05) were grouped into gene ontologies (biological process) as annotated in UniProt databases. To infer ontology enrichment across sets of samples, the hypergeometric test was used, followed by correction with Benjamini–Hochberg multiple testing.

### O-propargyl-puromycin (OPP) labelling

The Click-iT™ Plus O-propargyl-puromycin (OPP) Alexa Fluor™ 647 Protein Synthesis Assay Kit (C10458, Thermo Fisher Scientific) was used to measure global protein synthesis. ALL cells were isolated from their microenvironment as described under “ALL coculture experiments” and immediately incubated with 10 µM OP-Puro for 20 min at 37 °C in ALL cell line-specific media, RPMI containing 10% FBS and antibiotics. In specific experiments, 10 μg/ml cycloheximide (CHX; C4859, Merck KGaA) was added 10 min prior to OP-Puro to block protein translation, thereby serving as a positive control. Cells were subsequently washed in DPBS containing 2% FBS and stained with CD19-PE. A further wash was performed prior to fixation with the Fixation/Permeabilization Solution Kit (554714, BD Biosciences). Incubation with the Click-iT® Plus OPP reaction cocktail provided in the kit containing Alexa Fluor® 647 picolyl azide for 30 min led to the “click” reaction and azide-alkyne cycloaddition. Additional DPBS containing 2% FBS washes followed prior to addition of DAPI (1:2000 in DPBS containing 2% FBS) and flow cytometric analysis. OP-Puro MFI was measured to quantify protein synthesis. To assess the effect of proteasome activity on OP-Puro incorporation, cells were treated with 10 µM MG-132 (M7449, Merck KGaA) for 2 h. At the final 20 min of incubation, 10 µM OP-Puro reagent was added.

For the rescue experiment, ALL cells were cocultured with either 3T3-L1 adipocytes or preadipocytes for 24 h, and then 0.5 × 10^6^ cells were extracted from their microenvironment, washed and recultured in fresh RPMI medium for an additional 48 h. ALL cells (0.5 × 10^6^) were plated in parallel as a monoculture control. Cell number and OP-puro incorporation at 24 and 48 h following microenvironmental extraction were assessed.

### In vitro Transwell experiments

Transwell assays were performed as previously described^68^. In brief, 0.5 × 10^6^ Nalm-6 cells resuspended in 5 ml RPMI containing 10% FBS and antibiotics were added to the upper chamber, with confluent 3T3-L1 adipocytes or preadipocytes placed in the bottom chamber of a 24 mm Corning® Transwell system with 0.4 μm pore polyester membrane inserts (CLS3450, Corning NY Merck KGaA). After +24 h, the number of CD19 ^+ ^Nalm-6 cells in the upper chamber and OP-puro incorporation in CD19 ^+ ^Nalm-6 cells were quantified as described under “Flow cytometry” and “O-propargyl-puromycin (OPP) labelling”.

### Adipocyte secretome experiment

3T3-L1 adipocytes and preadipocytes were cultured for 72 h in 100% confluent 100 mm cell culture dishes, and culture medium was collected and stored at −20 °C until use. Nalm-6 cells were adapted to DMEM for 72 h prior to seeding at a concentration of 2 × 10^6^ cells in 4 ml adipocyte- or preadipocyte-conditioned medium, following which cell number (using CountBright™ Absolute Counting Beads) and protein translation were assessed as described under “Flow Cytometry” and “O-propargyl-puromycin (OPP) labelling”.

### Stress experiments

Nalm-6 cells were isolated from monoculture or from 3T3-L1 adipocyte coculture at 48 h, washed twice in DPBS and resuspended in ALL cell line-specific media at equivalent densities of 10^5^ cells/100 µl per well in black NuncTM F96 MicroWellTM plates (137101, Thermo Fisher Scientific). Subsequently, various treatments were added (final concentrations): 0.1 µg/ml cytarabine, 0.01 µg/ml vincristine, 0.1 µg/ml daunorubicin or a combination of the three chemotherapeutic agents with 100 µM hydrogen peroxide (H1009, Merck KGaA). Nutritional deprivation was induced by replating cells without the addition of FBS. In specified experiments, GCN2ib (5 µg/mL; HY-112654, Selleckchem) was added along with the indicated cellular stressor(s). At the indicated times, cell viability was assessed using the CellTiter-Glo® Luminescent Cell Viability Assay according to the manufacturers’ instructions. Luminescence was recorded using a FLUOstar Omega microplate reader. Luminescence signals were normalized to untreated controls at the respective timepoints. For confirmation, untreated controls were assessed at +4 h following microenvironmental extraction to confirm the persistence of translation arrest using O-propargyl-puromycin (OPP) labelling (**S5a**).

### Pulsed SILAC-based proteomic analysis

Nalm-6 cells were cocultured with 3T3-L1 adipocytes or preadipocytes for 24 or 48 h in 150 mm culture dishes (see ALL coculture experiments). Subsequently, the cells were pulsed with either ‘heavily’ (H) or ‘moderately’ (M) isotope-labelled amino acids for +4 h. Cells were then isolated from coculture, lysed in 2% SDS and 50 mM Tris-HCl pH 7.5, sonicated and balanced following protein quantification. Equal amounts of the corresponding H&M lysates were then mixed together and subsequently trypsin digested using the filter-aided sample preparation (FASP) method^69^. Pooled peptides were then fractionated into seven peptide fractions using the Pierce™ High pH Reversed-Phase Peptide Fractionation Kit (84868, Thermo Fisher Scientific) according to the manufacturers’ instructions. Different fractions were then lyophilized and resuspended in 0.1% TFA and 2% acetonitrile prior to analysis on a Q Exactive™ Plus Orbitrap™ Mass Spectrometer coupled with a nanoflow ultimate 3000 RSL nano HPLC platform (Thermo Fisher Scientific). Briefly, samples were resolved at a flow rate of 250 nl/min on an Easy-Spray 50 cm × 75 μm RSLC C18 column (Thermo Fisher Scientific) using a 123 min gradient of 3% to 35% of buffer B (0.1% formic acid in acetonitrile) against buffer A (0.1% formic acid in water), and the separated samples were infused into the mass spectrometer by electrospray. The spray voltage was set at 1.95 kV, and the capillary temperature was 255 °C. The mass spectrometer was operated in data-dependent positive mode with 1 MS scan followed by 15 MS/MS scans (top 15 methods). The scans were acquired in the mass analyser at 375–1500 *m/z* range, with a resolution of 70,000 for the MS scans and 17,500 for the MS/MS scans. Fragmented peaks were dynamically excluded for 30 sec. MaxQuant (version 1.6.3.3) software was used for the database search and SILAC quantification of mass spectrometry raw files^70^. The search was performed against a FASTA file of the human proteome extracted from UniProt.org. A precursor mass tolerance of 4.5 ppm and a fragment mass tolerance of 20 ppm were applied. Methionine oxidation and N-terminal acetylation were included as variable modifications, while carbamidomethylation was applied as a fixed modification. Two trypsin miscleavages were allowed, and the minimum peptide length was set to seven amino acids. All other MaxQuant parameters apart from the ratio count cut-off (set at 1) were kept as defaults. All raw files were searched together with the match between runs option set as enabled and re-quantify option as disabled. All downstream data analyses were performed with Perseus (version 1.5.5.3)^71^ using the MaxQuant ProteinGroups.txt output file. Briefly, protein H/M ratio values were converted to Log_2_ scale. Reverse (decoy) hits, potential contaminants, and proteins identified only by modified peptides were filtered out. Proteins were also filtered to have at least one valid H/M SILAC value. Fisher’s exact test was performed with Perseus using a Benjamini–Hochberg FDR of 5%.

### Statistical analysis

Data are presented as the mean with standard error of the mean or as the median with interquartile ranges. Results with a *p*-value<0.05 were considered statistically significant. Statistical analyses were performed using GraphPad Prism 8 software (GraphPad, San Diego, CA). All data were subjected to normality testing prior to statistical assessment with software-recommended tests.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

The datasets generated during the current study have been deposited to the Gene Expression Omnibus repository via GEO accession number GSE151802. All raw mass spectrometry files reported in this paper have been deposited to the ProteomeXchange Consortium via, PXD019186 and PXD019369. All source data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

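Nalm-6 cells cocultured for 24 h with 3T3-L1 adipocytes or 3T3-L1 preadipocytes were compared by RNAseq, with 3 replicates of each coculture (Fig. 4c, d). The authors sequenced the RNA as paired-end reads, aligned the reads to hg38 with Hisat2, counted them per gene on hg38 p5 with HTSeq and deposited raw counts for 26457 genes, with no normalization. The paper states 2 technical runs for these samples, and its text does not state whether runs were summed, which release of the gene annotation was used beyond the patch number, whether alternate contigs were part of the index, or whether the counting used strand. The deposited counts were whole numbers in every library. Totals lay between 20645612 and 27814921 counts per library, with medians of 23446293 in preadipocyte coculture and 20883477 in adipocyte coculture, and the 10 genes with the most counts took between 4.01% and 4.41% of a library. The smallest detectable signal was taken as 3 counts, and this floor covers counting error only, since the counts come from reads without molecular identifiers.

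Each library's coculture and replicate number were taken from the sample labels. The replicate numbers are shared by the cocultures, and the labels do not say whether same-numbered libraries were cultured or sequenced together. The legend of Fig. 4 gives 2 independent experiments for panel c, with 3 replicates per condition, and the comparison with condition as the only term treats the 3 as equal replicates. The comparison was therefore made with condition as the only term, and repeated as a paired analysis with the replicate number as a block. A gene's deviations from its coculture mean correlated more between same-numbered libraries (mean r of 0.30 across 12810 genes) than between differently numbered ones (mean r of −0.14), so both results are given. The difference came from replicate 3, since libraries of replicates 1 and 2 correlated across numbers (r of 0.20 and 0.17) about as much as within them (0.21 and 0.23). Replicate 3 of both cocultures lay apart in the principal components, and further settings were chosen after seeing the data: a term for replicate 3 in edgeR, DESeq2 or limma-voom, the replicate block in DESeq2 or limma-voom, replicates 1 and 2 alone, and the removal of genes that match an alternate contig.

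Genes with low counts were removed by filterByExpr, which left 12810. Counts were normalized by TMM factors and tested by edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over the tested genes and a threshold of adjusted p under 0.05. Standard errors were computed as the absolute log2 fold change divided by the square root of F. Expression is given as CPM (counts scaled to library size) with TMM factors, and log2 CPM used a prior count of 2. Where all libraries of a coculture were at or under 3 counts, the fold was computed against that floor as a lower bound.

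Gene set enrichment was tested by fgsea 1.28.0 (fgseaMultilevel, at least 5 genes per set, random seed 1) on genes ranked by the sign of the log2 fold change times the square root of F. The paper's gene set collections were not used here. The sets were written by hand before the data were examined. They consist of 15 sets after functions that the paper names, adjusted together, and 6 further sets that are not taken from the paper's gene set results (adipocyte markers, fibroblast and preadipocyte markers, sterol synthesis, fatty acid response, hypoxia and HIF1 targets, and lineage genes) adjusted separately.

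The genes named in the text were chosen by a rule set before the data were examined. It takes the 8 largest rises and the 8 largest falls among genes past the threshold whose libraries do not overlap between cocultures, the genes that the paper names for these cells, the 3 genes with the smallest adjusted p among those that changed in the direction of each reported set, 8 ER stress genes and 10 marker genes. A single gene met the rule for falls. Some of the genes so chosen are covered by counts and ranges only, and some are not reported here.

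Gene positions, lengths and GC content came from the GENCODE 44 annotation of hg38, to which 24216 genes of the table (91.53%) were matched by symbol or RefSeq synonym. GARS and SARS were not matched and have no position here. Reads that the authors' counting could have shared between near-identical genes cannot be traced from counts, so values of gene families such as the cytosolic ribosomal proteins are uncertain, as are those of overlapping and antisense genes. Transcripts were aligned to the alternate contigs of hg38 by minimap2 2.31-r1302, and 850 matched genes had a transcript with at least 0.9 of its length and an identity of at least 0.98 on such a contig.

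The alternatives set before the data were examined were DESeq2's size factors or library totals in place of TMM, no filter or at least 10 counts in every library in place of filterByExpr, DESeq2 1.42.0 (with and without shrunken log2 fold changes) or limma-voom (limma 3.58.1) in place of edgeR, the replicate block, and each library left out in turn. For gene sets they also included ranks by log2 fold change or by DESeq2's Wald statistic, camera in place of fgsea, and a correction of the ranking statistic for gene length and GC content (loess, span 0.75) with and without the block. The scripts were tested on simulated counts drawn with the means, dispersions and library sizes of the real libraries, with 200 genes changed by known amounts. Of these genes, edgeR recovered 175 (87.5%) over 12689 tested genes, 0 of them with the wrong sign, and 37 unchanged genes were called as well. In all, edgeR called 343 genes, and the remaining calls are not broken down here. The 37 are a larger share of all calls than the adjusted p threshold is meant to allow. The real libraries had a median absolute log2 fold change of 0.098, and the recovery rate does not speak for changes that small. In the simulation a term for replicate 3 left the number of calls nearly unchanged (335). In the real libraries it raised them from 43 to 421, so recovery under the shift of replicate 3 is not shown. Both planted gene sets (2 of 2) were recovered, and 2 other sets passed. Figures were drawn by matplotlib 3.10.9 in Python 3.11.15. The phosphoproteomics, the mesenchymal stromal cell RNAseq and the other assays of the paper were not analysed here.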

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

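The gene set tests of other splits and the tests of depth, replicate number, alternate contigs and pseudogenes in this part were chosen only after the results were seen. The correction for gene length and GC content and the list of adipocyte markers had been set earlier, and their use as tests of these results was chosen afterwards.

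Hypoxia and HIF1 target genes, which the paper does not discuss, ranked higher in adipocyte coculture, with a normalized enrichment score (NES) of 3.08 (adjusted p of 7.42e-26 over the 6 further sets). Of 40 tested genes, 38 were higher and 10 passed on their own, and the median log2 fold change was 0.52. The set was higher in 3 of 3 same-numbered pairs, with a mean centred log2 CPM of 0.33 ± 0.12 in adipocyte coculture and −0.33 ± 0.025 in preadipocyte coculture (SD, n = 3 each). With the replicate block the NES was 3.10 (adjusted p of 3.41e-24). PFKFB4, BNIP3 and CXCR4 had log2 fold changes of 3.16, 1.35 and 0.53 (edgeR adjusted p of 5.37e-04, 0.0100 and 0.0208). With the block these were 1.17e-04, 0.00189 and 0.00174. Removing the trend of the statistic on gene length and GC content left the NES at 3.08 (adjusted p of 4.68e-24). With every library thinned to 20645612 counts the adjusted p was 5.87e-26. Within replicates 1 and 2 the NES was 3.05 (adjusted p of 1.71e-24). Adipocyte markers, which would rise if murine adipocyte RNA had been counted, were not raised (NES of −1.02, adjusted p of 0.504), although 23 of the 48 markers had enough counts to test. Over 16 alternatives, the adjusted p ran from 1.48e-27 to 0.0512, the highest being that of camera. The real grouping gave the largest score, 1 of the 4 splits that part all 3 same-numbered pairs, and no such test can reach a share under 0.05. The test without glycolysis and fructose genes left an NES of 2.77, with 26 of 28 genes higher. Differences in depth and between replicate 3 and the others did not account for the rise in these tests, and the trend on gene length and GC content added little to it. The splits, too few to decide, cannot tell the rise apart from a difference between the libraries by chance. Each of the other splits also sets 2 libraries of one coculture against 1. A hypothesis is that less oxygen was available to Nalm-6 cells beside adipocytes, or that HIF1 was active for another reason, and neither was tested.

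Cytosolic ribosomal protein genes, which the paper's text on the Nalm-6 RNAseq does not name, ranked higher in adipocyte coculture while ribosome biogenesis genes ranked lower. Table 1 of the paper lists cytosolic ribosomal subunits as enriched among proteins whose new synthesis was lower in these cells. It rests on a pulsed label in newly made protein, where most of the identified proteins were lower. Protein synthesis and RNA amount are unlike measures, so these results need not conflict. The NES of the genes was 2.49 (adjusted p of 4.08e-10), with 70 of 79 genes higher, a median log2 fold change of 0.094 and a higher mean in 3 of 3 same-numbered pairs, although the means of the libraries overlapped between cocultures. RPL12, RPL39 and RPL31 had log2 fold changes of 0.20, 0.22 and 0.20 and did not pass (edgeR adjusted p from 0.369 to 0.408 and, with the block, from 0.0450 to 0.0557, where RPL39 passed, and with the term for replicate 3 from 0.0247 to 0.0312, where all 3 passed), and the transcript of RPL12 matches an alternate contig. With the block the NES of the set was 2.77 (adjusted p of 6.25e-14). The adjusted p was 3.95e-09 without the trend on gene length and GC content, 1.45e-10 at equal depth, 1.64e-14 within replicates 1 and 2 and 1.19e-09 without the 6 genes that match an alternate contig. The set did not pass under camera (0.153) or with ranks by log2 fold change (0.0954), in a range from 6.25e-14 to 0.153 over the 16 alternatives. Among the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave a score as large, but 2 of all 10 splits did, and the splits are too few to tell the rise apart from a difference between the libraries by chance. All 79 tested genes have at least 1 processed pseudogene in the annotation, so there are no genes without one to compare with, and this count decides nothing. The paper describes the same counting for all 6 libraries, which gives no reason for shared reads to differ between cocultures, but the rise cannot be told apart from reads shared with processed pseudogenes by these counts.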

How the results depend on the processing

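The term for replicate 3, the block in DESeq2 and limma-voom, replicates 1 and 2 alone, and the removal of genes that match an alternate contig were chosen after seeing the data, and the other alternatives before the data were examined. Against 43 genes past the threshold with TMM and edgeR, DESeq2's size factors gave 43, limma-voom 38, library totals 50 and the removal of genes on alternate contigs 49. Larger changes came from no filter on low counts (66), at least 10 counts in every library (21), DESeq2 (136) and the replicate block (248). Settings chosen later gave larger counts still, namely DESeq2 with the block (292), limma-voom with the block (272), a term for replicate 3 in edgeR (421), DESeq2 (547) and limma-voom (440), and replicates 1 and 2 alone (913). The 6 fits that each left out 1 library gave from 3 to 55 genes. The 43 genes were all among those called with DESeq2, the block, the term for replicate 3 in edgeR and replicates 1 and 2 alone, and 41 of them were called by DESeq2 with a term for replicate 3. For genes with an absolute log2 fold change of at least 1, 25 with edgeR, the counts were 12 with at least 10 counts in every library, 45 with DESeq2, 3 with shrunken log2 fold changes and 45 with the block. They were 43 and 49 with the block in DESeq2 and limma-voom, 52, 50 and 60 with the term for replicate 3 in edgeR, DESeq2 and limma-voom, and 106 within replicates 1 and 2. They ran from 3 to 29 across the 6 fits that each left out 1 library. The cause of these changes was not tested.

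Of the 15 sets, 14 passed, against 9 with ranks by log2 fold change (2 higher, 7 lower), 6 under camera (all 6 lower) and from 13 to 15 with each library left out in turn. Amino acid transport, protein folding, ribosome biogenesis, the proteasome and the integrated stress response, 5 of the 15 sets, kept their direction and side of the threshold in all 16 alternatives, with the highest adjusted p at 0.0467. Under camera, the adjusted p was 0.0815 for glycolysis (range over the alternatives 9.73e-09 to 0.0815), 0.0822 for fructose metabolism (2.23e-07 to 0.0822) and 0.153 for cytosolic ribosomal proteins (6.25e-14 to 0.153). It was 0.0782 for amino acid biosynthesis (8.29e-11 to 0.0821) and 0.127 for mitochondrial translation (1.83e-07 to 0.127), RNA splicing (1.57e-10 to 0.839), translation factors (6.28e-06 to 0.213) and ER stress (3.26e-08 to 0.127). With ranks by log2 fold change it was 0.0954 for cytosolic ribosomal proteins, 0.0874 for amino acid activation (4.78e-08 to 0.0874), 0.0821 for amino acid biosynthesis, 0.839 for RNA splicing and 0.213 for translation factors. With each library left out in turn, the adjusted p of translation factors ran from 6.28e-06 to 0.0683. That of the G2/M transition ran from 1.58e-09 without preadipocyte replicate 3 to 1 without preadipocyte replicate 1. Its direction was reversed without preadipocyte replicate 2 (NES of 0.75, adjusted p of 0.901), and within replicates 1 and 2 it passed (5.50e-09). Adipocyte markers, which passed in no alternative, reversed with ranks by log2 fold change (0.850) and in 1 of the fits with a library left out (adjusted p from 0.122 to 0.998). The cause was not tested.

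Genes whose log2 fold change changed sign had small or uneven changes. They passed in none of the alternatives set before the data were examined, nor with the term for replicate 3 in edgeR. The other settings chosen later are not covered for single genes here. With each library left out in turn, the log2 fold change ran from −0.18 to 0.14 for MKI67, −0.017 to 0.10 for MAP2K1, −0.11 to 0.10 for ACTB, −0.18 to 0.025 for PRKAA1, −0.088 to 0.0056 for SCD, −0.0028 to 0.67 for FN1 and −1.38 to 1.78 for COL1A1. For ACTB it was 0.011 with library totals, and for COL1A1 0.23 with the block and 0.23 with the term for replicate 3, against −0.84 with condition alone. The cause was not tested. Across 70 named genes and these settings, 793 values kept their direction and side of the threshold, 52 became stronger, 42 weaker and 15 reversed. For the 6 further sets the numbers were 91, 14, 1 and 2. COL1A1 had 507 counts in preadipocyte replicate 3 against 43 and 29 in the others. Depth limits the results for genes at or under 3 counts, such as CD36, ADIPOQ and FABP4 in these libraries, whose differences were not detectable.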

Differences from the paper's values

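The paper reports 547 genes with an adjusted p under 0.05, against 43 here with edgeR and condition as the only term. None of the alternatives set before the data were examined came within 1.5 times the paper's value, the nearest being the replicate block (248), followed by DESeq2, the tool the paper names (136). With a term for replicate 3, a setting chosen after seeing the values, DESeq2 gave 547 genes, the paper's own number, and edgeR and limma-voom gave 421 and 440. For genes with an absolute log2 fold change of at least 1, the paper's value is 50 against 25 here. Among the alternatives set before the data were examined, DESeq2 and the replicate block (45 each) fell within 1.5 times the paper's value. Those that did not were DESeq2's size factors (25), library totals (27), no filter (33), at least 10 counts in every library (12), shrunken log2 fold changes (3), limma-voom (20) and the fits that each left out 1 library (3 to 29). Settings chosen after seeing the values gave 50 (DESeq2 with a term for replicate 3), 52 and 60 (edgeR and limma-voom with that term) and 43 and 49 (DESeq2 and limma-voom with the block).

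Fig. 4c shows the paper's counts by range of log2 fold change, where a gap is counted as closed within 1.5 times the paper's value. At 1 or more it shows about 49 genes, read by eye, against 25 here, and DESeq2 and the replicate block (44 each) closed the gap. The other alternatives set before the data were examined did not. Between 0 and 1 it shows about 260 in Fig. 4c against 17 here, and between −1 and 0 about 240 in Fig. 4c against 1 here, and none of the alternatives set before the data were examined closed either gap. At −1 or less it shows about 1 in Fig. 4c against 0 here (1096 genes of any size of change had an unadjusted p under 0.05), and no filter, DESeq2 and the replicate block gave 1, while the other alternatives set before the data were examined gave 0. DESeq2 with a term for replicate 3, chosen after seeing the values, gave 49, 241, 256 and 1 genes from the highest range to the lowest as named here. With other settings chosen after seeing the values, the term for replicate 3 in edgeR and limma-voom gave 51 and 59 at 1 or more and 214 and 220 between 0 and 1. Between −1 and 0 the term in limma-voom gave 160 and replicates 1 and 2 alone gave 335, both also chosen after seeing the values. At 1 or more, DESeq2 and limma-voom with the block, also chosen after seeing the values, gave 42 and 47, and at −1 or less the term for replicate 3 in edgeR and limma-voom and the block in DESeq2 gave 1.

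The paper's q-value for glycolysis is 0.03 against an adjusted p of 5.93e-07 here. Of the alternatives set before the data were examined, ranks by log2 fold change gave 0.0379, within 1.5 times the paper's value, and the others did not close the gap. For fructose metabolism the paper's q-value is 0.03 against 8.39e-06 here, and none of the alternatives set before the data were examined closed the gap (from 2.23e-07 to 0.0822). The gene sets here were written by hand and are not the paper's sets.

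Fig. 4d shows normalized enrichment scores, read by eye. A gap is counted as closed where the score lies within 1 SD of the paper's value, the SD being that of the set's scores over the 6 fits that each left out 1 library. This SD differs between sets, for example 0.0319 for glycolysis, 0.0842 for amino acid activation and 0.121 for protein folding. For glycolysis the paper's score is about 2.3 in Fig. 4d against 2.41 here, and of the alternatives set before the data were examined, library totals (2.32), the correction for gene length and GC content (2.32) and that correction with the block (2.33) closed the gap, while the others did not. Replicates 1 and 2 alone, chosen after seeing the values, gave 2.32. For fructose metabolism it shows about 2.1 in Fig. 4d against 2.33 here, for amino acid biosynthesis about −2.1 in Fig. 4d against −2.66 here, and none of the alternatives set before the data were examined closed either gap. For ribosome biogenesis it shows about −2.0 in Fig. 4d against −2.73 here, and ranks by log2 fold change (−2.12) were the one alternative set before the data were examined that closed the gap. For amino acid activation it shows about −2.1 in Fig. 4d against −2.24 here. The correction for gene length and GC content (−2.03), the fit without preadipocyte replicate 1 (−2.14) and the fit without adipocyte replicate 1 (−2.11), all set before the data were examined, closed the gap and the other such alternatives did not. The term for replicate 3, chosen after seeing the values, gave −2.18. For protein folding it shows about −2.4 in Fig. 4d against −2.66 here, and among the alternatives set before the data were examined the fit without adipocyte replicate 1 (−2.52) closed the gap and the others did not. For amino acid transport it shows about −2.5 in Fig. 4d against −2.20 here. No filter (−2.57), the replicate block (−2.53) and the block with the correction for gene length and GC content (−2.44), all set before the data were examined, closed the gap and the other such alternatives did not. With the term for replicate 3, chosen after seeing the values, it was −2.47.

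The paper counts the G2/M transition among the significantly underrepresented functions. Here it had a negative score that did not pass (NES of −1.13, adjusted p of 0.240). Of the alternatives set before the data were examined, the fit without preadipocyte replicate 3 called it (1.58e-09) and the others did not, and replicates 1 and 2 alone, chosen after seeing the values, called it too (5.50e-09).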

Other observations

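The tests of other splits for gene sets, of the term for replicate 3 and of alternate contigs in this part were chosen only after the results were seen.

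The 6 libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs and the other 6 part 1 pair. For the 43 genes past the threshold and the 25 of these with an absolute log2 fold change of at least 1, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many. The other 3 such splits gave 0 genes each (236, 83 and 79 at an unadjusted p under 0.05), and the 6 others gave 0 or 1 (from 103 to 1886 at an unadjusted p under 0.05). Of the 15 sets, 14 passed in the real split, 1 of the 4 to reach that number, against 7 to 9 in the other 3 and 5 to 11 in the 6 that part 1 pair. Each group of the other 9 splits holds 2 libraries of one coculture and 1 of the other, so these splits are not free of the coculture. Scores as large as the real one occurred in 1 of the 4 splits, the real one, for 16 of the 21 sets, in 2 for mitochondrial translation and sterol synthesis, and in 4 for the G2/M transition, adipocyte markers and fibroblast markers. Among all 10 splits, scores as large occurred in 2 for ER stress, cytosolic ribosomal proteins and sterol synthesis, 3 for mitochondrial translation and translation factors, 4 for lineage genes and 10 for the G2/M transition, adipocyte markers and fibroblast markers. For the other 12 sets, 1 of the 10, the real one, was as large. With 4 splits the share cannot be under 0.05 whatever the data, so these counts alone do not tell the results apart from a difference between the libraries by chance.

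Replicate 3 of both cocultures lay apart from replicates 1 and 2. Terms for replicates 1 and 2 had 0 genes with an adjusted p under 0.05 (389 or fewer at an unadjusted p under 0.05), and a term for replicate 3 had an adjusted p under 0.05 for 3261 genes (1800 higher and 1461 lower in replicate 3). If replicate 3 of both cocultures was made or sequenced apart from the others, this would follow, but a biological difference between cultures would give the same, and these cannot be told apart. The paper gives 2 independent experiments (legend of Fig. 4) and 2 technical runs for these samples, and which libraries belong to which is not stated in its text. Across all tested genes, the log2 difference between cocultures in replicate 3 correlated with that in replicates 1 and 2 at r of 0.28.

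Some genes had counts that differed many-fold between libraries of one coculture. Among the 1% of genes with the largest dispersion, leaving out 6 that were looked at first, 55 of 108 (50.9%) match an alternate contig of hg38, against 1.89% of the others (Fisher exact test, p = 4.70e-62). Reads shared with alternate contigs therefore remain an explanation for these counts, and the authors' index was not examined. Other causes of large dispersion in the remaining genes were not tested.

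Murine RNA counted as human was weighed for both stromal cell types. By flow cytometry, the paper reports that stromal cells were a small share of the cells separated from coculture. Of the 25 genes raised at least 2-fold, 0 are on a list of 48 adipocyte markers (one-sided Fisher exact test, p = 1), of which 23 had enough counts to test and 21 had 3 or fewer counts in every library, among them ADIPOQ, FABP4, LPL and PLIN1. Fewer than 1 marker would be expected among 25 genes by chance, so the count of 0 is also what chance gives. The median log2 fold change of 21 fibroblast and preadipocyte markers was −0.011, at percentile 11.32 of 10000 random lists of matched expression, so no fall beyond that of other genes was seen over all libraries. Within replicates 1 and 2 these markers ranked higher in adipocyte coculture (NES of 2.06, adjusted p of 1.35e-04). In replicate 3 they went the other way, with a mean centred log2 CPM of 0.42 in preadipocyte and −0.040 in adipocyte coculture. In the same libraries COL1A1 was at 507 against 83 counts, CDH11 at 80 against 17 and FN1 at 136 against 69. Some other markers did not follow. COL1A2 and COL3A1 were at 0 counts in each of these libraries. PDGFRA was at 1164 counts in preadipocyte replicate 3 against 2678 and 2963 in preadipocyte replicates 1 and 2. These counts were picked out after their values were seen, and no test of carried-over preadipocyte RNA was run on replicate 3 alone.

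The lower ranks of protein homeostasis sets were not removed with the trend on gene length and GC content (largest adjusted p among the 11 lowered sets that passed, 0.00378; with the block as well, 0.0246). A hypothesis was that lower expression of ATF4 targets accounts for the falls in amino acid genes. Without ATF4 targets, the adjusted p was 0.0651 for amino acid transport, 0.00773 for amino acid activation and 4.01e-05 for amino acid biosynthesis, so the transport set no longer passed with 19 genes left and the other 2 sets did, and the hypothesis was not settled.

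Another hypothesis was that lipid from adipocytes lowers SREBP2 targets and raises PPAR targets in Nalm-6 cells. The sterol synthesis set had an NES of −1.56 (adjusted p of 0.0815; from 1.71e-04 to 0.634 over the 16 alternatives, and 2.76e-04 within replicates 1 and 2), and the fatty acid response set an NES of 1.36 (adjusted p of 0.165 and, with the block, 0.0425; from 0.0321 to 0.759 over the alternatives). Neither passed with condition alone, and both crossed the threshold in some alternatives. A further hypothesis was that higher glycolysis ranks reflect HIF1 targets. The 15 glycolysis genes outside the hypoxia and HIF1 list had an NES of 1.65 and an adjusted p of 0.0417, so they still passed, near the threshold, and the share due to HIF1 targets cannot be told.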
